# The cancer-testis lncRNA LINC01977 promotes HCC progression by interacting with RBM39 to prevent Notch2 ubiquitination

**DOI:** 10.1038/s41420-023-01459-1

**Published:** 2023-05-18

**Authors:** Anliang Xia, Qi Yue, Mingming Zhu, Jianbo Xu, Siyuan Liu, Yue Wu, Zhangding Wang, Zhu Xu, Hongda An, Qiang Wang, Shouyu Wang, Beicheng Sun

**Keywords:** Cell growth, Hepatocellular carcinoma

## Abstract

Cancer-testis genes are involved in the occurrence and development of cancer, but the role of cancer-testis-associated lncRNAs (CT-lncRNAs) in hepatocellular carcinoma (HCC) remains to be explored. Here, we discovered a novel CT-lncRNA, LINC01977, based on the Genotype-Tissue Expression (GTEx) and The Cancer Genome Atlas (TCGA) databases. LINC01977 was exclusively expressed in testes and highly expressed in HCC. High LINC01977 levels correlated with poorer overall survival (OS) in individuals with HCC. Functional assays showed that LINC01977 promoted HCC growth and metastasis in vitro and in vivo. Mechanistically, LINC01977 directly bound to RBM39 to promote the further entry of Notch2 into the nucleus, thereby preventing the ubiquitination and degradation of Notch2. Furthermore, the RNA binding protein IGF2BP2, one of the m^6^A modification readers, enhanced the stability of LINC01977, resulting in its high level in HCC. Therefore, the data suggest that LINC01977 interacts with RBM39 and promotes the progression of HCC by inhibiting Notch2 ubiquitination and degradation, indicating that LINC01977 may be a potential biomarker and therapeutic target for HCC patients.

## Introduction

Hepatocellular carcinoma (HCC), the main type of primary liver cancer, is a common malignant tumor of the digestive system [1]. According to 2020 global cancer statistics, HCC ranks sixth in incidence and fourth in mortality among all cancer types [2]. HCC has the characteristics of insidious onset and lack of effective early diagnosis, which poses a serious threat to human health [3]. Despite great advances in the clinical treatment of HCC, including surgery, interventional therapy, and immunotherapy, the overall survival (OS) of HCC patients remains poor, as most patients are diagnosed at an advanced stage [4, 5]. The high metastasis rate and postoperative recurrence rate also pose challenges to the prognosis of HCC [6–8]. Therefore, in-depth exploration of the underlying molecular mechanisms of HCC progression and metastasis is urgently needed.

Cancer-testis (CT) genes, as the name suggests, are usually expressed only in testis tissue, with little or very low expression in other tissues [9]. However, CT genes are revitalized during malignancy and present abnormally high expression levels, which in turn drive the progression of malignancy [10]. The specific expression patterns of CT genes lay the foundation for them to be potential cancer driver genes, effective diagnostic markers, and ideal therapeutic targets [11–13]. Additionally, CT genes represent similarities between gametogenesis and tumorigenesis [9, 14]. Hence, a new pathogenesis of HCC may be elucidated, derived from the similarity between spermatogenesis and carcinogenesis as an entry point and the CT gene as a new breakthrough.

An increasing number of investigations have revealed that lncRNAs exert an irreplaceable role in different cancers [15–18]. The dynamic alterations of lncRNA expression are associated with tumorigenesis, cancer progression and metastasis [15–17]. Most lncRNAs play important functions in cancer by binding with proteins [19]. Recently, several researches have revealed that some lncRNAs are consistent with the characteristics of CT genes; that is, they are highly expressed in the tumors and specifically expressed in the testes [20–22]. For example, THOR and lnc-CTHCC, considered CT-lncRNAs, are closely related to melanoma and HCC carcinogenesis [21, 22]. In our previous studies, by constructing mouse lnc-CTHCC knockout models, it was clarified that lnc-CTHCC was involved in the occurrence and development of HCC by interacting with hnRNP K and activating YAP1 [22]. Therefore, CT-lncRNAs are beneficial to enrich the pathogenesis of HCC and provide potential therapeutic targets for HCC patients.

Here, we discovered another conserved CT-lncRNA, LINC01977, the function of which has not been reported in liver cancer. We found that CT-lncRNA LINC01977 played a key role in the IGF2BP2-LINC01977-RBM39-Notch2 axis, leading to the development of HCC.

## Results

### LINC01977 is a cancer-testis gene and correlates with poor prognosis in HCC

LINC01977 is a cancer-testis gene obtained from the GTEx and TCGA databases. In normal human tissues, LINC01977 is highly expressed in the testis, while its expression is very low or essentially absent in other normal tissues (Fig. 1A, B). Then, we evaluated the expression levels of 171 testis-specific non-coding RNAs in HCC from the TCGA database and discovered that LINC01977 showed a relative high expression level in HCC tissues compared to other testis-specific genes (Supplementary Fig. S1A, B). Also, we evaluated the expression of LINC01977 in tumor tissues and normal tissues through the TCGA database and discovered that LINC01977 showed a high expression level in HCC tissues (Fig. 1C and Supplementary Fig. S1C–E). The results were also confirmed to be higher in 72 HCC tissues (Fig. 1D). In addition to the tissue level, we also performed validation in common liver cancer cell lines. The data revealed that the expression of LINC01977 in liver cancer cell lines was significantly higher than that in immortalized normal hepatocyte L02 cells (Fig. 1E). Then, the coding potential of LINC01977 was investigated with the coding potential assessment tool, which indicated that LINC01977 is a non-coding RNA (Supplementary Fig. S1F). Also, the secondary structure of human LINC01977 was presented (Supplementary Fig. S1G). Therefore, these data show that LINC01977 is a cancer-testis lncRNA, namely, CT-lncRNA.

**Fig. 1:**
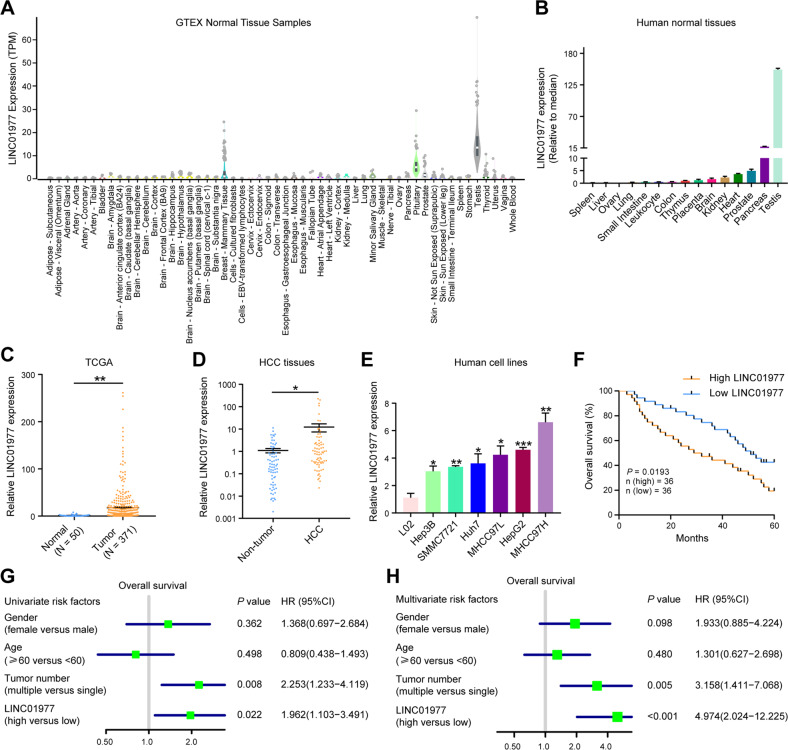
LINC01977 is a CT-lncRNA and is correlated with poor prognoses of patients with HCC. **A** Expression in TPM (transcripts per kilobase million) of LINC01977 among the GTEx normal tissue RNA-seq database. **B** The RNA levels of LINC01977 in human adult normal tissues. **C** The RNA levels of LINC01977 in HCC (*n* = 371) and normal tissues (*n* = 50) from the TCGA database. **D** The RNA levels of LINC01977 in HCC and paired nontumor tissues (*n* = 72). **E** The RNA levels of LINC01977 in HCC cell lines (Hep3B, SMMC7721, Huh7, MHCC97L, HepG2, and MHCC97H) and a normal liver cell line (L02). **F** Kaplan–Meier survival curves of OS in the HCC cohort (*n* = 72 individuals; *P* = 0.0193, log-rank test). **G** Univariate Cox regression analysis in the HCC cohort (*n* = 72 individuals). All bars correspond to 95% confidence intervals (95% CI). **H** Multivariate Cox regression analysis in the HCC cohort (*n* = 72 individuals). All bars correspond to the 95% CI. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001.

Furthermore, the relationship between LINC01977 expression and the prognosis of HCC patients was investigated. The results showed that high LINC01977 levels were correlated to reduced OS in HCC (Fig. 1F). We also explored the relationship between LINC01977 expression and the characteristics of 72 patients with HCC. The data revealed that individuals with high LINC01977 levels possessed greater tumor size (*P* = 0.026), more tumor number (*P* = 0.003), vascular invasion (*P* = 0.004), and advanced grade (*P* = 0.000) (Supplementary Table 1). Furthermore, LINC01977 was an independent risk factor for OS in HCC patients (hazard ratio (HR) = 4.974; 95% CI = 2.024–12.225) by univariate and multivariate Cox regression analyses (Fig. 1G, H). Therefore, these data reveal that LINC01977 may act as an independent prognostic factor for HCC patients.

### LINC01977 promotes HCC proliferation, angiogenesis and epithelial-mesenchymal transition (EMT) in vitro

To investigate the biological function of LINC01977 in HCC, we first established stable LINC01977 knockdown cell lines (MHCC97H and HepG2) and LINC01977 overexpression cell lines (SMMC7721 and Hep3B) and verified the efficiencies of knockdown and overexpression using qRT-PCR (Supplementary Fig. S2A, B). The results of the clone formation assay showed that knockdown of LINC01977 significantly reduced the cell clone formation ability (Supplementary Fig. S2C). In contrast, the effect was enhanced upon overexpression of LINC01977 (Supplementary Fig. S2D). Additionally, EdU assays confirmed that LINC01977 had a significant effect on cell proliferation. Compared to controls, knockdown of LINC01977 reduced the number of EdU-positive cells in MHCC97H and HepG2 cells, while overexpression of LINC01977 increased the number of EdU-positive cells in SMMC7721 and Hep3B cells (Fig. 2A, B and Supplementary Fig. S2E, F). Furthermore, soft agar colony formation assays revealed that LINC01977 favors spheroid formation efficiency (Fig. 2C, D). HCC organoid models also confirmed that overexpression of LINC01977 by lentiviral infection promoted HCC organoid growth (Fig. 2E). Additionally, angiogenesis experiments showed that conditioned medium from LINC01977-deficient MHCC97H cells greatly decreased the tube formation of HUVECs compared with controls (Fig. 2F).

**Fig. 2:**
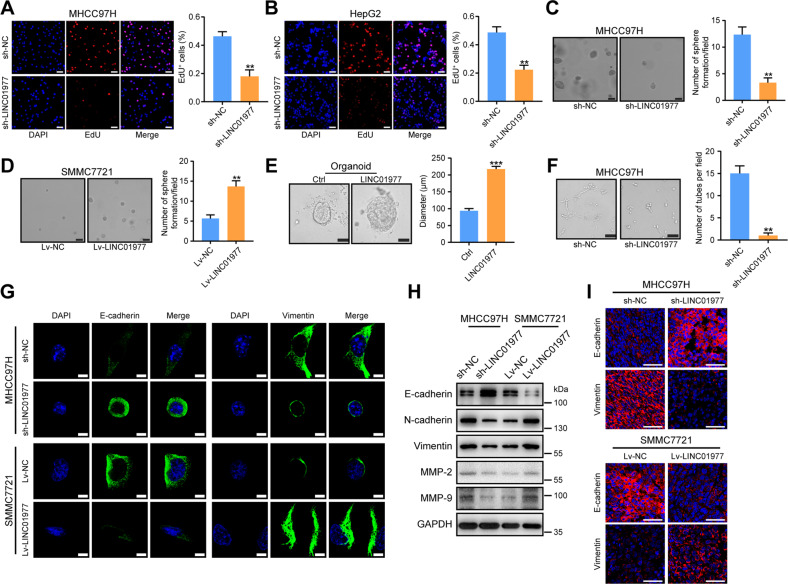
LINC01977 promotes HCC proliferation, angiogenesis and EMT in vitro. **A** EdU assays in MHCC97H cells with LINC01977 knockdown (scale bars = 50 μm). **B** EdU assays in HepG2 cells with LINC01977 knockdown (scale bars = 50 μm). **C** Soft agar assays in MHCC97H cells with LINC01977 knockdown (scale bars = 50 μm). **D** Soft agar assays in SMMC7721 cells overexpressing LINC01977 (scale bars = 50 μm). **E** Representative images of HCC organoids transfected with LINC01977 overexpression or control lentivirus for 2 weeks and quantification of organoid diameters (scale bars = 50 μm). **F** Angiogenesis assays in HUVECs cultured with medium from MHCC97H cells with LINC01977 knockdown (scale bars = 50 μm). **G** IF images of E-cadherin and Vimentin in HCC cells with the knockdown or overexpression of LINC01977 (scale bars = 10 μm). **H** Immunoblot images for E-cadherin, N-cadherin, Vimentin, Snail, MMP-2 and MMP-9 in HCC cells with the knockdown or overexpression of LINC01977. **I** IF images of E-cadherin and Vimentin in xenograft tumors with the knockdown or overexpression of LINC01977 (scale bars = 50 μm). ^**^P < 0.01; ^***^P < 0.001.

To further evaluate the function of LINC01977 in HCC metastasis, metastasis-related assays were carried out. First, Transwell experiments confirmed that cell migration and invasion were significantly decreased after knockdown of LINC01977 in MHCC97H and HepG2 cells (Supplementary Fig. S3A, B). In contrast, after overexpression of LINC01977 in SMMC7721 and Hep3B cells, the migrating and invading cells were obviously increased (Supplementary Fig. S3C, D). EMT plays a key role in HCC metastasis. IF staining showed that knockdown of LINC01977 reduced the expression level of Vimentin and enhanced the expression level of E-cadherin in MHCC97H cells (Fig. 2G). Overexpression of LINC01977 increased the expression level of Vimentin and reduced the expression level of E-cadherin in SMMC7721 cells (Fig. 2G). The western blotting results validated that LINC01977 promoted EMT (Fig. 2H). Additionally, further analysis of mouse subcutaneous tumor tissues also confirmed that LINC01977 contributed to the occurrence of EMT (Fig. 2I). The results also confirmed that LINC01977 contributed to the occurrence of EMT. Overall, these results suggest that LINC01977 promotes HCC proliferation, angiogenesis and EMT in vitro.

### LINC01977 promotes HCC growth and metastasis in vivo

To further confirm the role of LINC01977 in vivo, the subcutaneous tumor models were established. Bioluminescence imaging revealed that luciferase activity was significantly reduced in tumors with LINC01977 knockdown compared with controls (Fig. 3A). Knockdown of LINC01977 delayed tumor growth, as reflected in tumor size, tumor weight, HE and Ki67 staining (Fig. 3B, C). Additionally, CD31 IF staining revealed that knockdown of LINC01977 reduced microvessel density, which was consistent with the in vitro angiogenesis assay (Fig. 3D). Furthermore, the role of LINC01977 overexpression on tumorigenicity was further investigated. The results indicated that overexpression of LINC01977 accelerated tumor growth, as revealed by bioluminescence imaging, tumor size and tumor weight (Fig. 3E, F). Both Ki67 and CD31 staining uncovered that overexpression of LINC01977 favored accelerated cell proliferation and increased microvessel density (Fig. 3G, H).

**Fig. 3:**
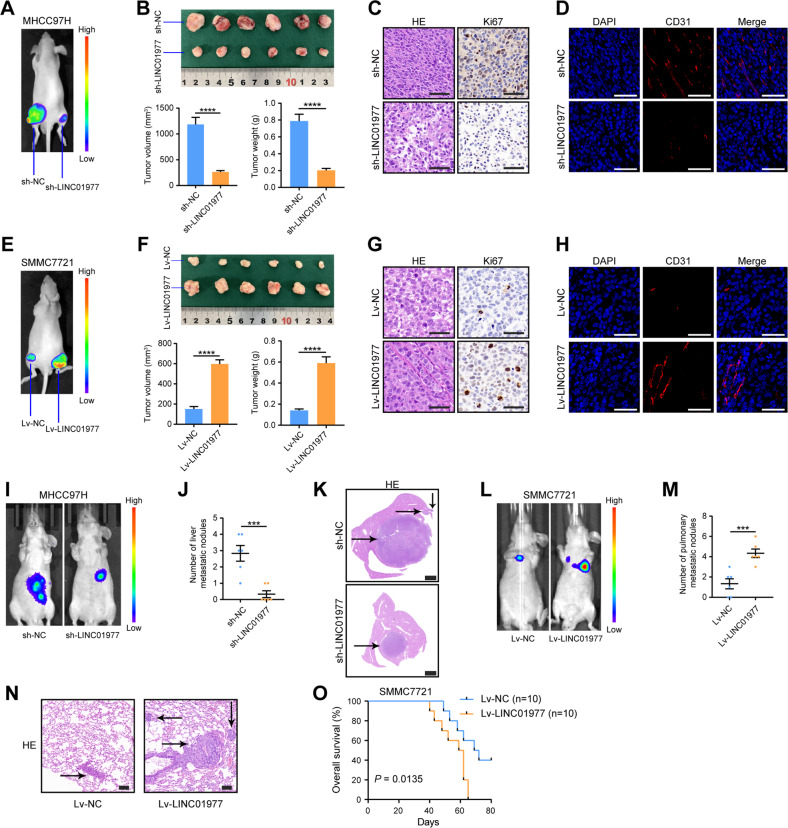
LINC01977 promotes HCC growth and metastasis in vivo. **A**–**D** Knockdown of LINC01977 significantly inhibited HCC proliferation in nude mice (*n* = 6). Representative bioluminescent images of subcutaneous tumors (**A**) and gross morphology from subcutaneous tumors, tumor volume and tumor weight (**B**) are shown. **C**, **D** HE, Ki67 and CD31 staining in xenograft tumors is also depicted (scale bars = 50 μm). **E**–**H** Overexpression of LINC01977 significantly promoted HCC proliferation in nude mice (*n* = 6). Representative bioluminescent images of subcutaneous tumors (**E**) and gross morphology from subcutaneous tumors, tumor volume and tumor weight (**F**) are shown. (**G**, **H**) HE, Ki67 and CD31 staining in xenograft tumors are also depicted (scale bars = 50 μm). **I**–**K** Knockdown of LINC01977 significantly inhibited HCC intrahepatic metastasis in nude mice (*n* = 6). Representative bioluminescent images in liver regions (**I**), quantification of the metastatic nodes (**J**) and HE-stained liver sections (**K**) are shown. The metastatic lesions are indicated by black arrows (**K**) (scale bars = 2000 μm). **L**–**N** Overexpression of LINC01977 significantly promoted HCC lung metastasis in nude mice (*n* = 6). Representative bioluminescent images in lung regions (**L**), quantification of the metastatic nodes (**M**) and HE-stained lung sections (**N**) are shown. The metastatic lesions are indicated by black arrows (**N**) (scale bars = 100 μm). **O** Kaplan–Meier survival curves of OS between mice injected with SMMC7721-Lv-NC and those injected with SMMC7721-Lv-LINC01977 (*n* = 10 mice per group; *P* = 0.0135, log-rank test). ^***^P < 0.001; ^****^P < 0.0001.

Then, in vivo metastasis assays were performed using nude mice. First, mouse models of surgical orthotopic implantation were established. Liver orthotopic implantation was established with LINC01977-knockdown subcutaneous tumors and control tumors. The MHCC97H knockdown group had weaker bioluminescence intensity and fewer liver metastases (Fig. 3I, J). HE staining also verified that the liver metastases in the LINC01977 knockdown group were significantly decreased (Fig. 3K), indicating that knockdown of LINC01977 suppressed intrahepatic metastasis. Moreover, lung metastasis models were also established. Tail vein injection of nude mice was performed with SMMC7721 cells overexpressing LINC01977 and control cells. The LINC01977-overexpressing group had greater bioluminescence intensity and a greater number of pulmonary metastatic nodules (Fig. 3L–N). Overexpression of LINC01977 promoted lung metastasis. In addition, the OS time of nude mice in the LINC01977 overexpression group was significantly lower than that in the control group (Fig. 3O). Therefore, all the data suggest that LINC01977 promotes HCC growth and metastasis in vivo.

### LINC01977 binds to RBM39 and promotes HCC tumorigenesis and progression

To better clarify the molecular mechanism of LINC01977 in HCC, the subcellular location of LINC01977 was detected. LINC01977 was confirmed to be predominantly located in the nucleus by nucleocytoplasmic separation assays (Fig. 4A, B). Consistently, fluorescence in situ hybridization (FISH) analyses also verified this phenomenon (Fig. 4C, D). Since lncRNAs usually bind to proteins to exert relevant biological functions, RNA pulldown and mass spectrometry analyses were performed using biotinylated LINC01977 and MHCC97H cell lysates. The results showed that LINC01977 bound to the RBM39 protein (Fig. 4E, F). Furthermore, RNA immunoprecipitation (RIP) assays were performed to further verify the specific binding of LINC01977 and RBM39. The data showed that RBM39 significantly bound to LINC01977 but not to other abundant nuclear lncRNAs such as *MEG3*, *NEAT1* and *PVT1* (Fig. 4G). Compared to RBM39, putative nuclear RNA-binding proteins, such as RALY and DHX9, did not bind to LINC01977 (Fig. 4H). FISH and IF assays together confirmed that LINC01977 and RBM39 colocalized in the nucleus from MHCC97H and HepG2 cells (Fig. 4I, J). Also, the possible binding sites between LINC01977 and RBM39 were predicted using the catRAPID database (http://service.tartaglialab.com/page/catrapid_group). We found that nucleotides 959–1030 of LINC01977 and amino acids 301–352 of RBM39 were the most likely binding regions (Fig. 4K).

**Fig. 4:**
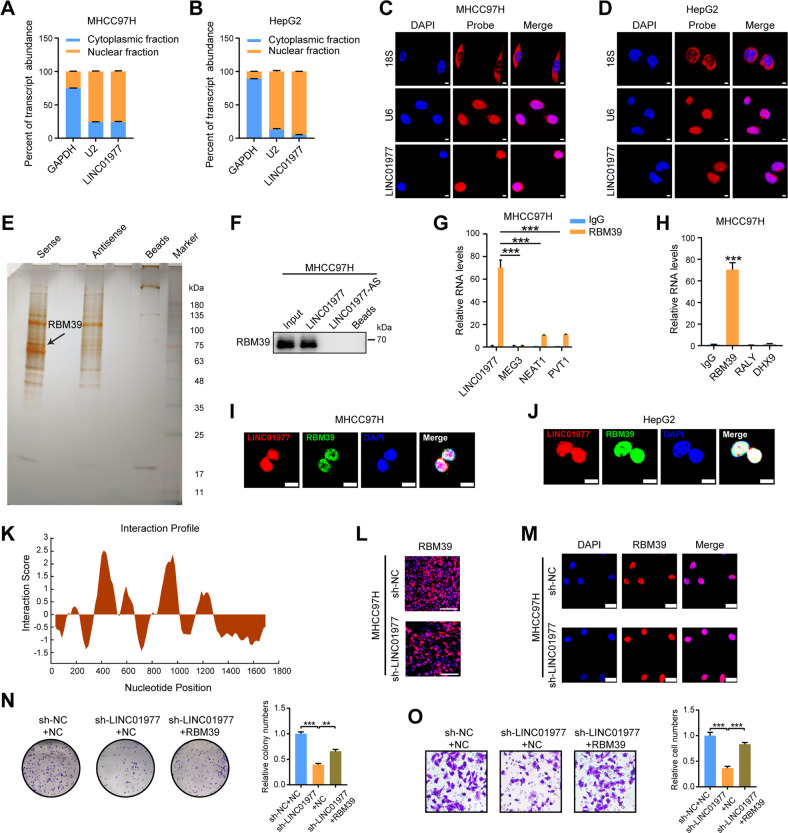
LINC01977 interacts with RBM39, and RBM39 mediates LINC01977-induced progression of HCC. **A**, **B** Nucleocytoplasmic separation assays of LINC01977 in MHCC97H and HepG2 cells. Cytosolic and nuclear markers include GAPDH and U2. **C**, **D** FISH of LINC01977 in MHCC97H and HepG2 cells (scale bars = 5 μm). Cytosolic and nuclear markers include 18 S and U6. **E** Representative image of silver staining for the LINC01977-protein complex. The black arrow indicates the additional band that was present when the cell lysates were incubated with LINC01977 compared with antisense RNA. **F** Western blotting assays of the specific interaction of LINC01977 with RBM39. **G**, **H** RIP assays showing the interaction of RBM39 with LINC01977 in MHCC97H cells. Abundant nuclear lncRNA control (MEG3, NEAT1 and PVT1) and RNA-binding protein controls (RALY and DHX9) are shown. **I**, **J** Confocal images showing colocalization of LINC01977 (red) and RBM39 (green) in MHCC97H and HepG2 cells (scale bars = 10 μm). **K** The potential binding regions between LINC01977 and RBM39 by the catRAPID database (http://service.tartaglialab.com/page/catrapid_group). **L** IF staining of RBM39 in xenograft tumors with the knockdown of LINC01977 (scale bars = 50 μm). **M** IF staining of RBM39 in MHCC97H cells with LINC01977 knockdown (scale bars = 25 μm). **N** Overexpression of RBM39 rescued the colony formation ability of MHCC97H cells with LINC01977 knockdown. **O** Overexpression of RBM39 rescued the invasion ability of MHCC97H cells with LINC01977 knockdown. ^**^P < 0.01; ^***^P < 0.001.

Moreover, RBM39, a known RNA-binding protein, showed a higher expression level in HCC from TCGA data (Supplementary Fig. S4A). Using our HCC tissue bank, it was further confirmed that the levels of RBM39 were obviously higher in tumors than in adjacent noncancerous tissues (Supplementary Fig. S4B–D). Data from TCGA also revealed that HCC patients with high RBM39 expression had a shorter OS (Supplementary Fig. S4E). Interestingly, knockdown or overexpression of LINC01977 did not change the RNA or protein expression levels of RBM39 (Supplementary Fig. S5A–C). RBM39 was further analyzed in mouse xenograft tumor tissues and cell lines using IF staining. The data indicated that knockdown or overexpression of LINC01977 did not alter the localization and expression levels of RBM39 (Fig. 4L, M and Supplementary Fig. S5D, E). Furthermore, overexpression of RBM39 reversed the inhibition of cell proliferation and metastasis in MHCC97H cells with LINC01977 knockdown (Fig. 4N, O). Additionally, knockdown of RBM39 suppressed LINC01977-overexpression induced cell proliferation and metastasis in SMMC7721 cells (Supplementary Fig. S5F, G). Collectively, these results suggest that LINC01977 interacts with RBM39 and thus promotes the progression of HCC.

### LINC01977 is closely associated with the Notch signaling pathway and prevents Notch2 ubiquitination

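RNA sequencing was carried out in HepG2, an established human liver cancer cell line, 72 h after lentiviral delivery of a short hairpin RNA against LINC01977 (sh-LINC01977) or of a control hairpin (sh-NC), with 3 libraries in each group. Total RNA was extracted with TRIzol and sequenced on an Illumina HiSeq instrument. The authors deposited, for each of 29153 genes, the count and the FPKM value in every library, together with KEGG annotation, and the paper's text does not name the aligner, the counting tool or the annotation. The gene coordinates are those of GRCh38. The total counts were 56634020, 50583944 and 59888839 in the sh-NC libraries and 54187661, 60441515 and 49929024 in the sh-LINC01977 libraries. Counts, which the authors had not normalized, were tested with edgeR's quasi-likelihood test after TMM scaling, over the 13452 genes with a mean FPKM of at least 0.5 across the 6 libraries. Levels of single genes are given as CPM, which are counts scaled to the library's total over the tested genes times its TMM factor. Pearson correlations of log2 CPM were between 0.978 and 0.981 within a group and between 0.969 and 0.973 across groups. The first principal component, with 35.2% of the variance, separated the groups. The targeted gene, LINC01977 (ENSG00000262772, chromosome 17, 79823452 to 79827704), was close to undetected in both groups. Its counts were 4, 0 and 16 in the sh-NC libraries and 0, 0 and 4 in the sh-LINC01977 libraries, so it lay below the filter. In a fit of all listed genes its log2 fold change was -2.12 with a standard error of 1.96 (adjusted p = 0.580 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact two-sided permutation test, p = 0.7, where 3 libraries against 3 allow no p under 0.1). A reduction of LINC01977 was therefore not detectable at this depth, and the libraries were grouped by their labels. The paper reports that the knockdown in HepG2 cells was checked by qRT-PCR (Supplementary Fig. S2A). The counts above 0 are all multiples of 4, which are over-represented among low counts, so they may hold fewer independent fragments. With one library left out in turn, the log2 fold change of LINC01977 ranged from -5.73, without the third sh-LINC01977 library, to -0.52, without the third sh-NC library.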

To further investigate the downstream mechanisms of LINC01977 in HCC, RNA-sequencing assay was carried out in LINC01977 knockdown and control cells. The results showed that knockdown of LINC01977 significantly resulted in upregulation of 478 genes and downregulation of 154 genes (fold change ≥2, *P* ≤ 0.05) (Fig. 5A). 

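With the paper's thresholds, a fold change of at least 2 and an unadjusted P of at most 0.05, 209 genes were higher and 141 were lower in sh-LINC01977 cells than in sh-NC cells. After Benjamini-Hochberg adjustment over the tested genes, 2033 genes had an adjusted p under 0.05, of which 948 were higher and 1085 lower, and 250 of the 350 genes past the paper's thresholds were among them. With scaling by library totals in place of TMM, a setting chosen after the data were seen, 1455 genes were higher and 768 lower at an adjusted p under 0.05. In number of genes, the filter on low values moved the counts most, since without it 732 genes were higher and 351 lower at the paper's thresholds. Of these calls, 535 higher and 203 lower ones were genes with a mean FPKM under 0.5. The knockdown and control libraries did not overlap for 4989 of the 13452 tested genes, or 37.1%, against a chance share of 10% for 3 libraries against 3.
The largest increase among genes with a mean FPKM of at least 1 and no overlap between groups was in BGN, which encodes the extracellular matrix proteoglycan biglycan (ENSG00000182492, chromosome X, 153494939 to 153509554) and whose interval overlaps HAUS7. Its level was 0.428 ± 0.068 CPM (SD, n = 3) in sh-NC cells and 6.96 ± 1.25 CPM (SD, n = 3) in sh-LINC01977 cells, with a log2 fold change of 4.02 (standard error 0.23, adjusted p = 4.7e-04 from edgeR's quasi-likelihood test). The long noncoding RNA UCA1 (ENSG00000214049, chromosome 19, 15828961 to 15836320) rose from 8.39 ± 0.99 to 64.8 ± 1.7 CPM (SD, n = 3 each), a log2 fold change of 2.95 (standard error 0.10, adjusted p = 1.4e-04 from the same edgeR test). KRT37 and KLK6 rose by log2 fold changes of 2.17 and 2.14, with adjusted p of 0.0130 and 4.7e-04 from edgeR, and AC007731.5, which overlaps KLHL22 and SCARF2, by 2.57 with an adjusted p of 0.0992. UCA1, KRT37 and KLK6 also overlap other listed genes, and it is not stated whether the counting used strand. Without the third sh-NC library, the adjusted p of AC007731.5 was 0.0239, and over all alternatives it ranged from 0.00950 to 0.199.
The largest decrease was in CLDN4, which encodes the tight-junction protein claudin 4 (ENSG00000189143, chromosome 7, 73799542 to 73832693). Its counts were 7786, 5520 and 7221 in sh-NC libraries and 419, 44 and 58 in sh-LINC01977 libraries, and its log2 fold change was -5.32 (standard error 0.86, adjusted p = 0.00980 from edgeR). Counts of CLDN4 differed by more than 4-fold between the knockdown replicates, which places it among 151 genes with such jumps, whose cause is not known. Its log2 fold change ranged from -7.10 to -4.84 with one library left out, and up to -3.92 over all alternatives. UGT2B4 and GSTA1, which encode enzymes of drug and xenobiotic metabolism, had log2 fold changes of -2.34 and -2.34 with adjusted p of 0.00485 and 0.00130 from edgeR. AC007240.1, which overlaps RRM2 and C2orf48 and had counts of 2232, 1470 and 474 in sh-NC libraries, had a log2 fold change of -2.28 with an adjusted p of 0.0394. It is also among those 151 genes. SNORA21, which lies within RPL23, had counts of 45, 1 and 24 in sh-NC libraries and 1 in each sh-LINC01977 library. Its count in the second sh-NC library thus equalled those after knockdown, and the groups were apart only after scaling. The adjusted p of SNORA21 was 0.0632 from edgeR. It ranged from 0.0104 to 0.165 with one library left out, and up to 0.274 over all alternatives.

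**Figure D1:**
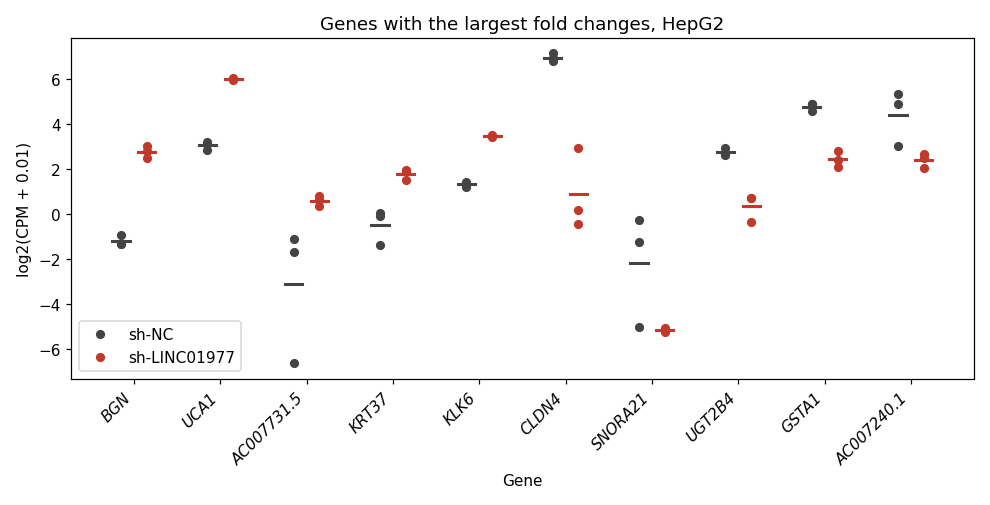
Level of the 5 genes with the largest increase and the 5 with the largest decrease, as log2(CPM + 0.01), in each of 3 sh-NC libraries (grey) and 3 sh-LINC01977 libraries (red) of HepG2 cells. Points are single libraries and horizontal lines are group means; UCA1 rose from 8.39 to 64.8 CPM.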

The top 20 differential signaling pathways were evaluated by Kyoto Encyclopedia of Genes and Genomes (KEGG), and the Notch signaling pathway was significantly enriched (Fig. 5B). 

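In the KEGG annotation deposited with the counts, 44 genes belong to the Notch signaling pathway, of which 32 passed the filter. Only LFNG (ENSG00000106003, chromosome 7, 2512529 to 2529177), which encodes a glycosyltransferase that modifies Notch receptors, was among the 350 genes past the paper's thresholds. Its level was 3.35 ± 0.54 CPM (SD, n = 3) in sh-NC cells and 7.19 ± 0.56 CPM (SD, n = 3) in sh-LINC01977 cells, a log2 fold change of 1.10 (standard error 0.16, adjusted p = 0.00748 from edgeR's quasi-likelihood test). Without the third sh-NC library its log2 fold change was 0.98, and 0 of the 32 members passed the thresholds. A one-sided Fisher's exact test of the pathway against all tested genes gave an odds ratio of 1.21 with p = 0.570 (adjusted p = 1 over 287 pathways), and the pathway ranked 109th by p. Without the filter on low values, 5 of the 44 members passed the thresholds, namely NOTCH3, DLL3, LFNG, JAG2 and NOTCH4, with an odds ratio of 3.33 and p = 0.0230 in Fisher's exact test (adjusted p = 0.141 over 306 pathways). All 5 were higher in sh-LINC01977 cells, and apart from LFNG each had a mean FPKM under 0.5. Of the 287 pathways, 6 had an adjusted p under 0.05. The smallest was for metabolism of xenobiotics by cytochrome P450, with 7 of 32 tested members past the thresholds, 3 of them higher and 4 lower (odds ratio 10.7, adjusted p = 0.00419), followed by chemical carcinogenesis with 7 of 39 (adjusted p = 0.00819) and complement and coagulation cascades with 7 of 49 (adjusted p = 0.0215).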

Gene set enrichment analysis (GSEA) also demonstrated significant differences in Notch signaling pathways (Fig. 5C). 

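The tested members of the Notch signaling pathway moved in both directions, 18 higher and 14 lower in sh-LINC01977 cells, with a median log2 fold change of 0.043. At an adjusted p under 0.05, JAG1, RBPJ, LFNG and PSENEN were higher, and NOTCH2, CREBBP, MAML1 and DVL3 were lower. JAG1, which encodes a Notch ligand, had a log2 fold change of 0.62 (standard error 0.043, adjusted p = 7.4e-04 from edgeR), and RBPJ, which encodes the DNA-binding partner of the cleaved receptor, of 0.42 (standard error 0.053, adjusted p = 0.00423 from edgeR). Preranked GSEA (10000 permutations) of the 32 tested members on the statistic of the edgeR test gave a normalized enrichment score of 0.98 with p = 0.485, where a positive score means higher in sh-LINC01977 cells. The camera test gave p = 0.656 with a preset correlation of 0.01 and p = 0.637 with an estimated correlation. Without the filter on low values, the score over all 44 members was 1.47 with p = 0.0435 from the permutations. The 12 members below the filter were all higher in sh-LINC01977 cells under TMM scaling, and 11 of the 12 after quantile normalization of log2 FPKM values.

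**Figure D2:**
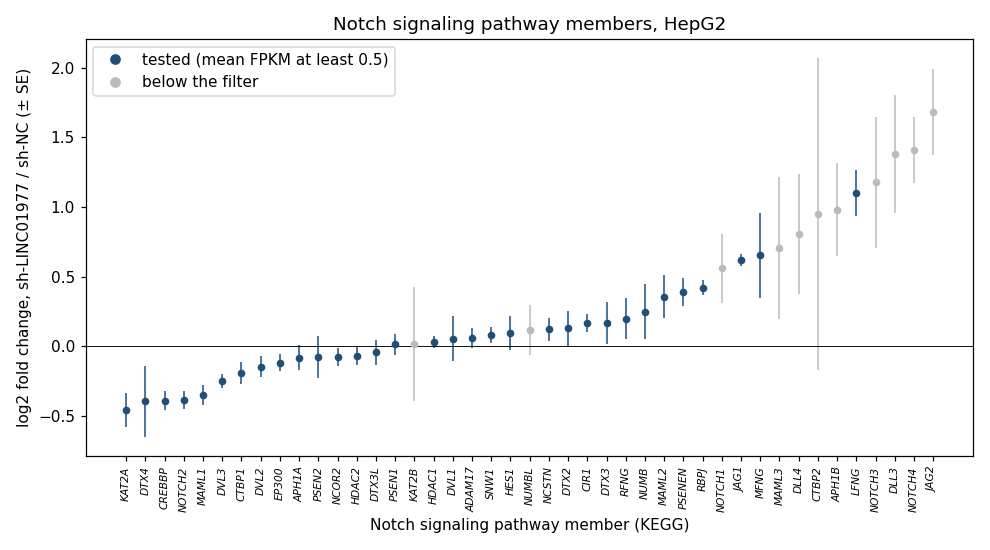
Log2 fold change (sh-LINC01977 over sh-NC, with standard errors as bars) of 43 of the 44 KEGG members of the Notch signaling pathway in HepG2 cells, ordered by value; HES5, with no counts in sh-NC libraries, is left out. Blue points are the 32 members with a mean FPKM of at least 0.5, which lie on both sides of 0, and grey points are members below that level, which lie above 0 under TMM scaling, while 1 of the 12 falls below 0 after quantile normalization.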

Notch2, as a key gene in this signaling pathway, was identified. 

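NOTCH2 (ENSG00000134250, chromosome 1, 119911553 to 120069626 on the minus strand) had 43.8 ± 1.8 CPM (SD, n = 3) in sh-NC cells and 33.5 ± 1.7 CPM (SD, n = 3) in sh-LINC01977 cells. Its counts were 2459, 2190 and 2457 in sh-NC libraries and 1949, 1959 and 1698 in sh-LINC01977 libraries. The log2 fold change was -0.38 with a standard error of 0.066, a 1.31-fold decrease that did not reach the paper's threshold of 2-fold (adjusted p = 0.0115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 knockdown libraries lay below all 3 control libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -0.42 and -0.36, with adjusted p between 0.0223 and 0.0460. With limma on log2(FPKM + 0.1) in place of the count test the value was -0.30 with an adjusted p of 0.0668, and over all alternatives the adjusted p ranged from 7.4e-05 to 0.134. Reads of NOTCH2 can be shared with its partial copy NOTCH2NL, whose counts were between 167 and 266 per library and whose log2 fold change was 0.28 (standard error 0.19, adjusted p = 0.453 from edgeR without the filter).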

Western blotting suggested that knockdown of LINC01977 reduced Notch2 expression, whereas overexpression of LINC01977 increased Notch2 expression (Fig. 5D). The target genes of Notch2, such as *HEY1* and *HES6*, were further verified, and the data showed that LINC01977 positively regulated the expression of HEY1 and HES6 (Fig. 5D). Surprisingly, IF assays found that knockdown of LINC01977 led to the entry of Notch2 from the nucleus into the cytoplasm and reduced Notch2 levels (Fig. 5E). Overexpression of LINC01977 caused Notch2 to enter the nucleus from the cytoplasm and increased Notch2 levels (Fig. 5F). To elucidate this finding, the ubiquitin-proteasome degradation pathway was investigated. We performed an immunoprecipitation (IP) and western blotting assays. The data revealed that knockdown of LINC01977 enhanced the ubiquitination level of Notch2 protein in MHCC97H cells, while overexpression of LINC01977 inhibited the ubiquitination level of Notch2 protein in SMMC7721 cells (Fig. 5G). MG132, a proteasome inhibitor, was used, and the data revealed that MG132 abolished the regulatory effect of LINC01977 on Notch2 and its target genes (Fig. 5H). Taken together, these data indicate that LINC01977 is closely associated with the Notch signaling pathway and regulates Notch2 in a ubiquitination-dependent degradation pathway.

**Fig. 5:**
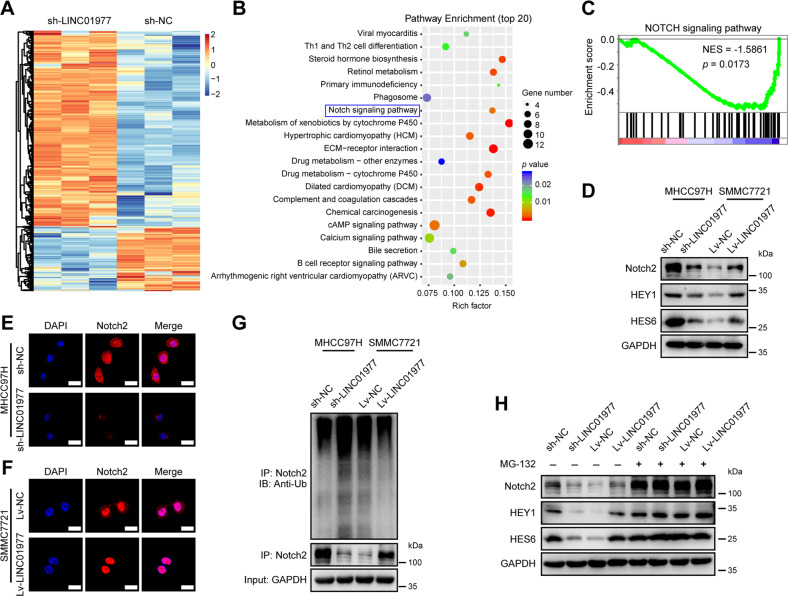
LINC01977 is closely associated with the Notch signaling pathway and prevents Notch2 ubiquitination. **A** Heatmap showing the differentially expressed genes in HCC cells with LINC01977 knockdown. **B** Top 20 KEGG pathways in HCC cells with LINC01977 knockdown. **C** GSEA plots of Notch signaling pathway-related signatures in HCC cells with LINC01977 knockdown. The nominal *P* value shows the statistical significance of the enrichment score analyzed by GSEA; NES, normalized enrichment score. **D** Immunoblot images of Notch2, HEY1 and HES6 in different HCC cells with the knockdown or overexpression of LINC01977. **E**, **F** IF staining of Notch2 in different HCC cells with LINC01977 knockdown or overexpression (scale bars = 25 μm). **G** Immunoprecipitation with Notch2 antibody and cell lysates and immunoblot images of ubiquitination. **H** Immunoblot images of Notch2, HEY1 and HES6 in different HCC cells with the knockdown or overexpression of LINC01977 cultured with or without MG132 treatment.

### Notch2 ubiquitination is mediated by RBM39, and Notch2 is involved in LINC01977-induced progression of HCC

To clarify whether RBM39 mediates the expression and ubiquitination of Notch2, rescue assays were performed. First, overexpression of RBM39 reversed the reduction in Notch2 protein levels in MHCC97H cells caused by LINC01977 knockdown (Fig. 6A). Knockdown of RBM39 suppressed the upregulation of Notch2 protein levels in SMMC7721 cells induced by LINC01977 overexpression (Fig. 6A). Additionally, RBM39 mediated the regulatory effect of LINC01977 on Notch2 target genes such as *HEY1* and *HES6* (Fig. 6A). In addition, IP and ubiquitination analyses showed that overexpression of RBM39 inhibited Notch2 ubiquitination in MHCC97H cells induced by LINC01977 knockdown, whereas knockdown of RBM39 increased Notch2 ubiquitination in SMMC7721 cells with LINC01977 overexpression (Fig. 6B).

**Fig. 6:**
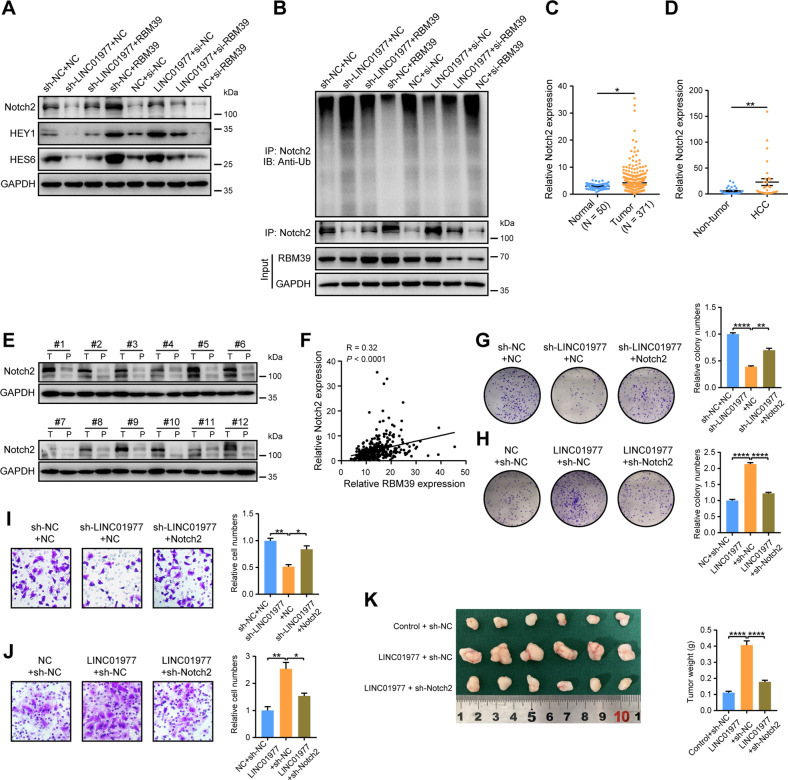
Notch2 ubiquitination is mediated by RBM39, and Notch2 is involved in LINC01977-induced progression of HCC. **A** Immunoblot images showing the expression levels of Notch2, HEY1 and HES6 after LINC01977 and/or RBM39 overexpression or knockdown in different HCC cells. **B** Immunoprecipitation with Notch2 antibody and different cell lysates after LINC01977 and/or RBM39 overexpression or knockdown and immunoblot images of ubiquitination. **C** The RNA levels of Notch2 in HCC (*n* = 371) and normal tissues (*n* = 50) from the TCGA database. **D** The RNA levels of Notch2 in HCC and paired nontumor tissues (*n* = 30). **E** The protein levels of Notch2 in HCC and paired nontumor tissues (*n* = 12). **F** Pearson correlation analysis between RBM39 expression and Notch2 expression. **G** Overexpression of Notch2 rescued the colony formation ability of MHCC97H cells with LINC01977 knockdown. **H** Knockdown of Notch2 rescued the colony formation ability of SMMC7721 cells overexpressing LINC01977. **I** Overexpression of Notch2 rescued the invasion ability of MHCC97H cells with LINC01977 knockdown. **J** Knockdown of Notch2 rescued the invasion ability of SMMC7721 cells overexpressing LINC01977. **K** Knockdown of Notch2 significantly suppressed LINC01977-induced tumor growth in nude mice (*n* = 6 per group). The tumor weights are shown. ^*^P < 0.05; ^**^P < 0.01; ^****^P < 0.0001.

Furthermore, according to TCGA data, Notch2 was obviously higher in HCC tumor tissues (Fig. 6C). Additionally, high expression of Notch2 in tumors was also confirmed in our HCC tissue bank, both at RNA and protein levels (Fig. 6D, E). Pearson correlation analysis showed that RBM39 was positively correlated with Notch2 from the TCGA data (Fig. 6F). To elucidate whether Notch2 mediates the oncogenic effects of LINC01977, we performed related rescue experiments. Overexpression of Notch2 reversed the inhibition of cell proliferation and invasion in MHCC97H cells by LINC01977 knockdown, whereas knockdown of Notch2 suppressed LINC01977-overexpression induced cell proliferation and metastasis in SMMC7721 cells (Fig. 6G–J). Consistently, tumor xenograft models uncovered that knockdown of Notch2 obviously inhibited LINC01977-induced tumor growth (Fig. 6K). Therefore, these data indicate that Notch2 ubiquitination is mediated by RBM39 and that Notch2 mediates the oncogenic effects of LINC01977 in HCC.

### IGF2BP2 stabilizes LINC01977 in an m^6^A-dependent manner

An increasing number of researches have indicated that m^6^A modification exerts an important role in the stability of lncRNAs. To confirm the existence of m^6^A modifications in LINC01977, RIP was carried out. The data demonstrated that m^6^A was clearly enriched in LINC01977 from MHCC97H and HepG2 cells (Fig. 7A). Interestingly, we reanalyzed the MS of the pulldown assay for LINC01977 and identified IGF2BP2 among these pulldown proteins. Western blotting and RIP assays together indicated that IGF2BP2 and LINC01977 bound to each other (Fig. 7B, C). However, knockdown or overexpression of LINC01977 did not affect the RNA and protein expression levels of IGF2BP2 in HCC cells (Supplementary Fig. S6A–C). IGF2BP2 is a known m^6^A reader that recognizes m^6^A modification sites (GGACs). LINC01977 has this modification site, indicating that IGF2BP2 may have a stabilizing effect on LINC01977 in HCC cells. In view of this, we first verified the knockdown efficiency of IGF2BP2 in MHCC97H cells (Fig. 7D, E). Then, stability assays using actinomycin D were performed. The results showed that inhibition of IGF2BP2 resulted in a rapid reduction in the half-life of LINC01977, indicating that IGF2BP2 increased the stability of LINC01977 in MHCC97H cells (Fig. 7F). Moreover, overexpression of LINC01977 reversed the inhibition of cell proliferation and metastasis in MHCC97H cells by IGF2BP2 knockdown (Fig. 7G, H). Pearson correlation analysis further showed that IGF2BP2 was positively correlated with LINC01977 (Fig. 7I). In conclusion, these results suggest that LINC01977 is stabilized by IGF2BP2 and thus promotes the development of HCC via the IGF2BP2-LINC01977-RBM39-Notch2 axis (Fig. 7J).

**Fig. 7:**
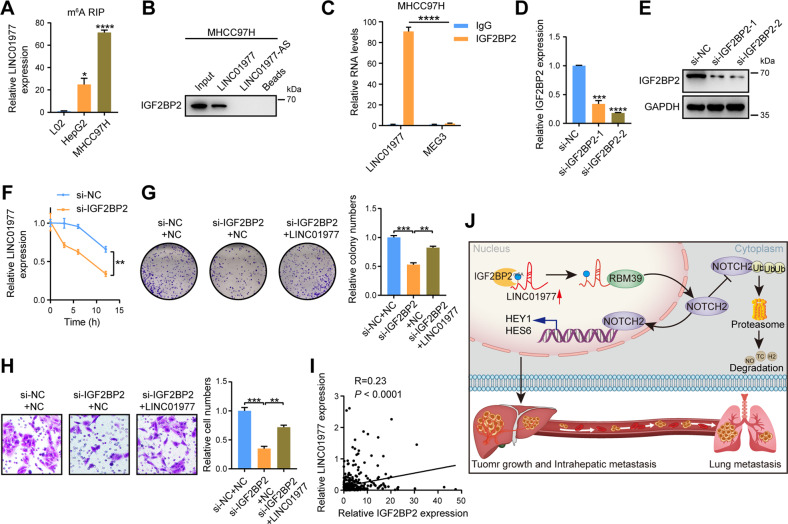
IGF2BP2 stabilizes LINC01977 in an m^6^A-dependent manner. **A** The m^6^A RIP–qPCR analysis of LINC01977 in HepG2 and MHCC97H cells. **B** Immunoblot images of the specific interaction between LINC01977 and IGF2BP2. **C** RIP assays showing the interaction between IGF2BP2 and LINC01977 in MHCC97H cells. MEG3 serves as an abundant nuclear lncRNA control. **D** The knockdown efficiencies of IGF2BP2 at the RNA level in MHCC97H cells. **E** The knockdown efficiencies of IGF2BP2 at the protein level in MHCC97H cells. **F** MHCC97H cells with IGF2BP2 knockdown or control cells were treated with actinomycin D for the indicated times, and LINC01977 expression was measured. **G** Overexpression of LINC01977 rescued the colony formation ability of MHCC97H cells with IGF2BP2 knockdown. **H** Overexpression of LINC01977 rescued the invasion ability of MHCC97H cells with IGF2BP2 knockdown. **I** Pearson correlation analysis between IGF2BP2 expression and LINC01977 expression. **J** A schematic abstract of the IGF2BP2-LINC01977-RBM39-Notch2 axis promoting HCC progression. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ^****^P < 0.0001.

## Discussion

HCC serves as one of the most common gastrointestinal malignancies, and the underlying pathological mechanisms of HCC occurrence and metastasis yet have much room for exploration [2, 3]. In recent years, lncRNAs have been found to regulate the development of various tumors by interacting with proteins or nucleic acids [17, 23, 24]. Here, we discover a novel CT-lncRNA, LINC01977, through the TCGA and GTEx databases. At the tissue level, LINC01977 is exclusively expressed in testes and highly expressed in HCC. At the cellular level, LINC01977 is highly expressed in common hepatoma cell lines compared with normal cells. Prognostic analysis shows that patients with high LINC01977 expression have a lower OS. Also, LINC01977 is a prognostic factor for OS in patients with HCC. Functional experiments demonstrate that LINC01977 promotes HCC progression. Mechanistically, LINC01977 binds to RBM39, promotes the further entry of Notch2 into the nucleus, reduces the ubiquitination of Notch2, and increases the stability of Notch2. Notch2 mediates the tumor-promoting effect of LINC01977 in HCC. Furthermore, IGF2BP2, as an m^6^A reader, increases the stability of LINC01977 in HCC cells. Therefore, these data reveal that LINC01977 exerts a key role in the progression of HCC.

Since lncRNAs generally function in association with proteins, we perform RNA pulldown analysis and identify RBM39 as the protein bound to LINC01977. RBPs are critical regulators of gene expression, and changes in these proteins are involved in human diseases, including various cancers [19, 25–28]. It has been previously reported that the lncRNA DARS-AS1 bound to RBM39 and promoted the malignant progression of myeloma [29]. DARS-AS1 bound to RBM39, hindered the interaction between RBM39 and RNF147, and prevented ubiquitination and degradation of RBM39. Furthermore, RBM39 was upregulated in HCC, which was associated with the appearance of microvessels [30]. Our findings confirm that RBM39 is an oncogene, and that LINC01977 and RBM39 are colocalized in the nucleus. Rescue experiments also confirm that LINC01977 interacts with RBM39 to promote the progression of HCC. However, alterations in LINC01977 expression levels do not affect RBM39 expression levels or RBM39 localization. Thus, studies are further required to estimate whether LINC01977 affects other unknown aspects such as posttranslational modification of RBM39.

Increasing researches have reported that the Notch signaling pathway is closely related to the progression of cancer, including HCC [31–33]. To further investigate the mechanisms associated with LINC01977, we perform RNA sequencing to identify pathways affected by LINC01977, and the Notch signaling pathway is significantly enriched. Studies have reported that Notch2 was a key molecule in the Notch signaling pathway and that Notch2 promoted the malignant progression of HCC [32, 33]. Furthermore, lncAKHE interacted with YEATS4 to enhance the activation of NOTCH2, thus promoting HCC development [34]. In our study, LINC01977 affects Notch2 through the proteasome–ubiquitination pathway. First, knockdown or overexpression of LINC01977 inhibits or increases the expression of Notch2 protein. LINC01977 increases the nuclear localization of Notch2 and reduces its ubiquitination and degradation in the cytoplasm. Additionally, RBM39 overexpression or knockdown mediates ubiquitination and degradation of Notch2 by LINC01977. In addition, corresponding rescue experiments are performed. The data confirm that knockdown of Notch2 inhibits LINC01977-induced HCC growth and metastasis, while the elevation of Notch2 reverses the inhibition of cell proliferation and metastasis by LINC01977 knockdown. These results suggest that LINC01977 binds to RBM39, which in turn affects Notch signaling through the proteasome–ubiquitination pathway.

It has been reported that RNA has many modifications including m^6^A modification [35–38]. The m^6^A methylation process is dynamically determined by methyltransferases (writers), demethylases (erasers), and effector proteins (readers) [39]. Among them, effector proteins include YTHDC1, IGF2BP1, IGF2BP2 and IGF2BP3, which could identify m^6^A-modified transcripts. They play important roles in various aspects such as RNA stability, translation efficiency, RNA splicing, and RNA export [18, 40–42]. In our study, the m^6^A enrichment of LINC01977 is very high in HCC cell lines. Analysis of the MS results and experiments both reveals that LINC01977 binds to IGF2BP2. The stability of LINC01977 is significantly decreased after knockdown of IGF2BP2. Therefore, IGF2BP2 acts as an m^6^A reader and enhances the stability of LINC01977.

Overall, our study demonstrates LINC01977 as a CT-lncRNA. LINC01977 is exclusively expressed in testes and highly expressed in HCC, which promotes HCC progression. Mechanistic studies reveal that IGF2BP2 enhances the stability of LINC01977, resulting in its high level. Meanwhile, LINC01977 binds to RBM39, promotes the further entry of Notch2 into the nucleus, and prevents the ubiquitination and degradation of Notch2. Therefore, LINC01977 exerts a key role in the occurrence and development of HCC through the IGF2BP2-LINC01977-RBM39-Notch2 axis, which suggests that LINC01977 could be a promising target for patients with HCC.

## Materials and methods

### Clinical samples

Fresh tumor tissues, adjacent noncancerous tissues and normal tissues were all acquired from the Affiliated Drum Tower Hospital, Medical School of Nanjing University. None of the HCC patients received chemotherapy or radiotherapy before resection, and all participating patients signed the relevant informed consent before surgery. All tissues after surgical resection were immediately put into liquid nitrogen for rapid freezing. Approval for this study was obtained from the Institutional Ethics Committee of the Affiliated Drum Tower Hospital, Medical School of Nanjing University. All researches were in compliance with government policies and the Declaration of Helsinki.

### Cell culture

The human cell lines (L02, Hep3B, SMMC7721, Huh7, MHCC97H and MHCC97L) were purchased from the cell bank of the Chinese Science Academy. HepG2 and HEK293T cells were purchased from the American Type Culture Collection (ATCC). Cells were cultured in Dulbecco’s modified Eagle’s medium (Invitrogen Life Technologies) supplemented with 10% fetal bovine serum and incubated in a humidified incubator containing 5% CO_2_ at 37 °C. All cell lines were routinely monitored for mycoplasma and were negative.

### Lentiviral infection

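The hairpin sequence against LINC01977 that the paper's supplement lists, GCATTCGTCTTCCCTGGATTT, was matched to the transcripts of GENCODE 29 (GRCh38). It had 1 exact match, in the sense strand of the LINC01977 transcript ENST00000576963.1, which is 1788 nt long. The site covers nucleotides 266 to 286 of that transcript and lies in exon 3, at chromosome 17, 79826182 to 79826202 on the plus strand. The annotation lists LINC01977 as a noncoding gene, so the site is in no coding sequence or UTR. The sequence on its 5′ side is AAGGCTGATGACTTTGACTTCGGTGCTCCA and on its 3′ side CTCAGCTCGCAGGCTCGATAACTCTCTTCT. Exon 1 runs from 79823452 to 79823538, exon 2 from 79823795 to 79823874 and exon 3 from 79826084 to 79827704. The supplement lists no other hairpin against LINC01977, while the label of the sequenced libraries gives the hairpin a number that the paper does not use. The control hairpin, TTCTCCGAACGTGTCACGT, had 0 exact matches among the annotated transcripts.

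**Figure D3:**
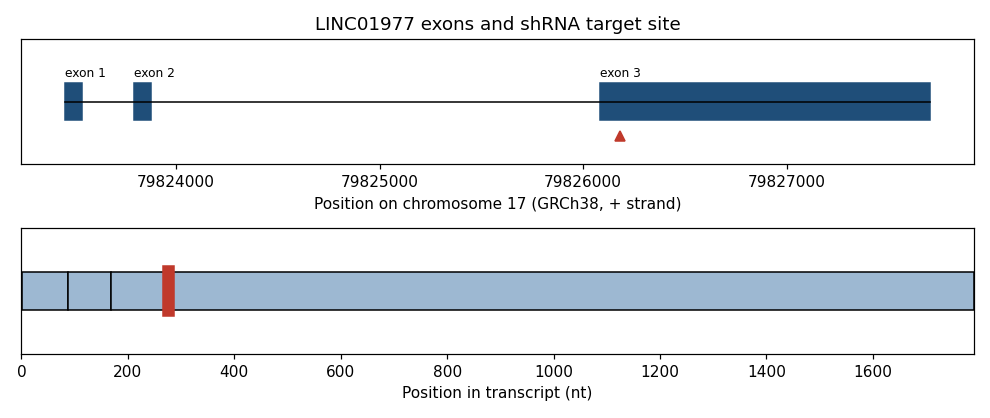
LINC01977 on chromosome 17 (upper panel, GRCh38 positions, exons as boxes) and its spliced transcript (lower panel, positions in nt, vertical lines at exon borders). The red mark is the hairpin's target site at nucleotides 266 to 286, near the start of exon 3.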

Short hairpin RNA (shRNA) targeting LINC01977 was purchased from GenePharma. The lentivirus overexpressing LINC01977 was purchased from Vigene. Briefly, lentiviral packaging required cotransfection of target and packaging plasmids (psPAX2 and pMD2.G) into HEK293T cells using transfection reagents. After 48 h, the supernatant containing lentiviral particles was collected and filtered. Cells were infected with lentiviruses and screened for positively transfected cells with puromycin. Finally, the efficiency of transfection was verified by qRT-PCR. All sequences are listed in Supplementary Table 2.

### Proliferation assays

Colony formation assays were performed by seeding cells in six-well plates at 400 cells per well and placing them in an incubator for 10 days. Then, the cells were stained with crystal violet (Beyotime) and counted. Cell viability was assessed using the EdU assay (RiboBio). Soft agar colony formation assays required different concentrations of agar solutions followed by HCC cell suspension preparation and incubator placement for 14 days. For the HCC organoid assay, HCC organoids were first established with human HCC fresh tissues, and then the organoids were transfected with LINC01977-overexpressing lentivirus and control lentivirus. After 14 days, images of HCC organoids were obtained by light microscopy.

### Angiogenesis assay

HCC cells were first added to six-well plates and placed in an incubator. Then, the supernatant was collected and filtered through a 0.22-micron filter. Filtered supernatants were used to resuspend HUVECs, and the cells were seeded in 50 μl Matrigel-coated 96-well plates. After 6 h, the tubular structures were observed with a microscope and photographed for analysis.

### Migration and invasion assays

For the Transwell assay, the upper chamber was seeded with HCC cells in serum-free medium, with or without Matrigel (BD Biosciences). The lower chamber was filled with 700 μl of medium containing 10% FBS, and the cells were placed in an incubator for 48 h. Then, the cells were stained with crystal violet (Beyotime) and counted.

### RNA isolation and quantitative real-time PCR (qRT-PCR)

TRIzol reagent (Invitrogen Life Technologies) was utilized to obtain RNA from tissues and cells. cDNA was derived from one microgram of RNA using HiScript Q RT SuperMix (Vazyme). qRT-PCR was carried out with the SYBR Green PCR Kit (Vazyme) and detected by the Applied Biosystems 7900HT Sequence Detection System (Applied Biosystems). Primers are listed in Supplementary Table 3.

### Western blotting

Cell or tissue proteins were extracted using RIPA lysis buffer with protease and phosphatase inhibitors. The protein concentration was determined by a BCA Protein Assay Kit (Beyotime). Approximately 30 μg of protein was loaded per lane. The proteins were separated by 10% SDS-PAGE and transferred to a 0.45 μm polyvinylidene fluoride (PVDF) membrane. The primary antibody was incubated with the membrane overnight at 4 °C. The membranes were washed with TBST, incubated with the corresponding secondary antibodies for 2 h at room temperature, and then washed with TBST. Finally, the target protein bands were detected using ECL detection reagent. The antibodies used are listed in Supplementary Table 4.

### mRNA stability assay

Actinomycin D (MCE) was added to cells to restrain de novo RNA synthesis. At different time points, cells were harvested with TRIzol reagent. Finally, total cellular RNA was acquired and qRT-PCR was carried out for further analysis.

### Immunohistochemistry (IHC)

Eight-micrometer-thick paraffin-embedded tissue was transferred to a glass slide. The slides were then deparaffinized and hydrated. Tris-EDTA pH 9.0 was utilized for antigen retrieval. Intrinsic peroxidase activity was inactivated and serum blocking was performed at room temperature. Ki67 antibody (1:200; Abcam) and RBM39 antibody (1:200; Proteintech) were added to the tissues and incubated for 13 h at 4 °C. Next, the slides were washed and biotinylated secondary antibody was added to the slides for incubation. Finally, the tissues were colored with DAB solution, dehydrated with ethanol and mounted. Light microscopy was used to take photos and analyze the samples.

### Immunofluorescence (IF)

For tissue immunofluorescence, slides were deparaffinized and hydrated. Tris-EDTA pH 9.0 was utilized for antigen retrieval. Intrinsic peroxidase activity was inactivated, and serum blocking was performed at room temperature. CD31, E-cadherin, Vimentin and RBM39 antibodies were added to the tissues and incubated for 13 h at 4 °C. Antibody concentrations were all diluted 1:200. Next, the slides were washed and Alexa Fluor-labeled secondary antibodies (Abcam) were added to the slides for incubation. Finally, the tissues were stained with DAPI solution for nuclei and photographed with a confocal microscope (Leica).

For cellular immunofluorescence, cells were first fixed with 4% paraformaldehyde. Then, serum blocking was performed at room temperature. E-cadherin, Vimentin and RBM39 antibodies were added to the cells and incubated for 13 h at 4 °C. Antibody concentrations were all diluted 1:200. Next, the cells were washed and Alexa Fluor-labeled secondary antibodies (Abcam) were added to the cells. Finally, the cells were stained with DAPI solution for nuclei and photographed using a confocal microscope (Leica).

### Subcellular RNA fractionation

Cytoplasmic and nuclear RNAs were separated and purified from MHCC97H and HepG2 cells using the Cytoplasmic and Nuclear RNA Purification Kit (Norgen). The RNAs were then reverse transcribed into cDNAs, and qRT-PCR was utilized to determine the expression levels of LINC01977, GAPDH and U2 in the cytoplasm and nucleus. GAPDH and U2 were used as cytoplasmic and nuclear controls, respectively.

### Fluorescence in situ hybridization (FISH)

MHCC97H and HepG2 cells were subjected to FISH using an RNA FISH kit (RiboBio). The target probe LINC01977 and control probes (18 S and U6) were supplied by RiboBio and labeled with Cy3. Firstly, cells were seeded in confocal dishes. When the cells are completely attached, a series of subsequent operations such as fixation and permeabilization were carried out. The prehybridization solution was used for blocking. The corresponding probes were utilized for overnight incubation to allow the probes to bind to the targets. Finally, the cells were stained with DAPI solution for nuclei and photographed using a confocal microscope (Leica).

### RNA pulldown assay

The full-length LINC01977 plasmid was cloned into the pGEM-3Z vector. First, linear plasmids were cut enzymatically and transcribed into biotinylated RNA in vitro using T7 and Sp6 RNA polymerases. Magnetic beads, biotinylated RNA, and MHCC97H cell lysates were coincubated at 4 °C using a Pierce Magnetic RNA-Protein Pull-Down kit (Thermo Fisher Scientific). Finally, proteins were eluted and subjected to mass spectrometry and western blotting analyses.

### RNA immunoprecipitation (RIP)

First, sufficient cell lysate was obtained from MHCC97H cells. The beads were then eluted and bound by incubation with the corresponding antibodies IgG, RALY (Novus), DHX9 (Novus), RBM39 (Proteintech), m^6^A (Abcam) and IGF2BP2 (Proteintech). Purified RNA was obtained by incubating the lysate with the magnetic bead-antibody complex overnight at 4 °C. Finally, qRT-PCR was utilized to verify the expression of LINC01977, MEG3 and IgG.

### RNA sequencing

First, total RNA was acquired from LINC01977 knockdown cells and control cells with TRIzol reagent. The RNA samples were then sequenced using the Illumina HiSeq 4000 platform (Illumina) to generate raw data (LC-Bio). The genes with significant differential expression were chosen based on fold change ≥2.0 and *P* ≤ 0.05. Volcano map, heatmap, KEGG and GSEA pathway analyses were explored. Each group had three samples. Raw data were deposited in the Gene Expression Omnibus (GEO) database (GSE227449).

### Animal studies

BALB/c male nude mice (6–8 weeks old) were obtained from GemPharmatech Co., Ltd and maintained in specific pathogen-free facilities. Mice were housed at 20 ± 2 °C under a 12-h light/12-h dark photoperiod with lights on at 7:00. All studies involving animals were approved by the Animal Care and Use Committee of the Affiliated Drum Tower Hospital, Medical School of Nanjing University. All researches were in compliance with the Guide for the Care and Use of Laboratory Animals.

For the subcutaneous tumor model, stable HCC cell lines were first constructed and inoculated subcutaneously into nude mice. The number of cells per mouse was 5 million, with six mice per group. After 4 weeks, tumors were analyzed by bioluminescence imaging. Subcutaneous tumors of nude mice were then removed, tumor volumes were measured, and tumor weights were weighed. Finally, tumor tissue was prepared into slides for HE, IHC and IF analyses.

For the surgical orthotopic implantation, subcutaneous xenograft tumors were first obtained and then divided into small tissues of ~1 mm^3^. Nude mice were anesthetized, the liver was exposed with scissors and forceps, and a piece of tumor was placed in the liver. After 3 weeks, liver metastases were evaluated by bioluminescence imaging. Livers were then removed and used for HE analysis.

For the lung metastasis model, stable HCC cells were first constructed and then injected into nude mice via the tail vein. The number of cells in each nude mouse was 1 million, and there were six in each group. After 6 weeks, lung metastases were evaluated by bioluminescence imaging. Lungs were then removed and used for HE analysis.

For survival analysis, stable HCC cells were constructed first, and then control and LINC01977-overexpressing cells were infused into nude mice. The number of cells in each nude mouse was 1 million, and there were ten in each group. The total observation period was 80 days. Based on the survival time, a survival curve was constructed.

Sample sizes were generally chosen based on preliminary data indicating the differences between groups. No statistical method was used to predetermine sample size. Mice were randomly assigned to the groups before treatments, and the investigators were blinded to the allocation of mice into different treatment groups.

### Statistical analysis

Data are shown as the mean ± s.e.m. Comparisons between two groups were performed using a two-tailed unpaired or paired Student’s *t* test. The chi-square test assessed the correlation between LINC01977 expression and clinicopathological features. Kaplan–Meier curves described the survival function and the log-rank test evaluated the significant differences between different groups. HR and 95% CIs were assessed by univariate and multivariate Cox regression analyses. Each experiment was performed at least three times. Statistical analysis of the data was conducted with SPSS and GraphPad softwares. All *P* values are *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

## Supplementary information

supplementary data

Original Data File

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: The cancer-testis lncRNA LINC01977 promotes HCC progression by interacting with RBM39 to prevent Notch2 ubiquitination
**Source:** Cell Death Discov. 2023 May 18;9:169. doi: 10.1038/s41420-023-01459-1
**Supplement:** Supplementary file 1 — supplementary data

**Supplementary Figures**

**
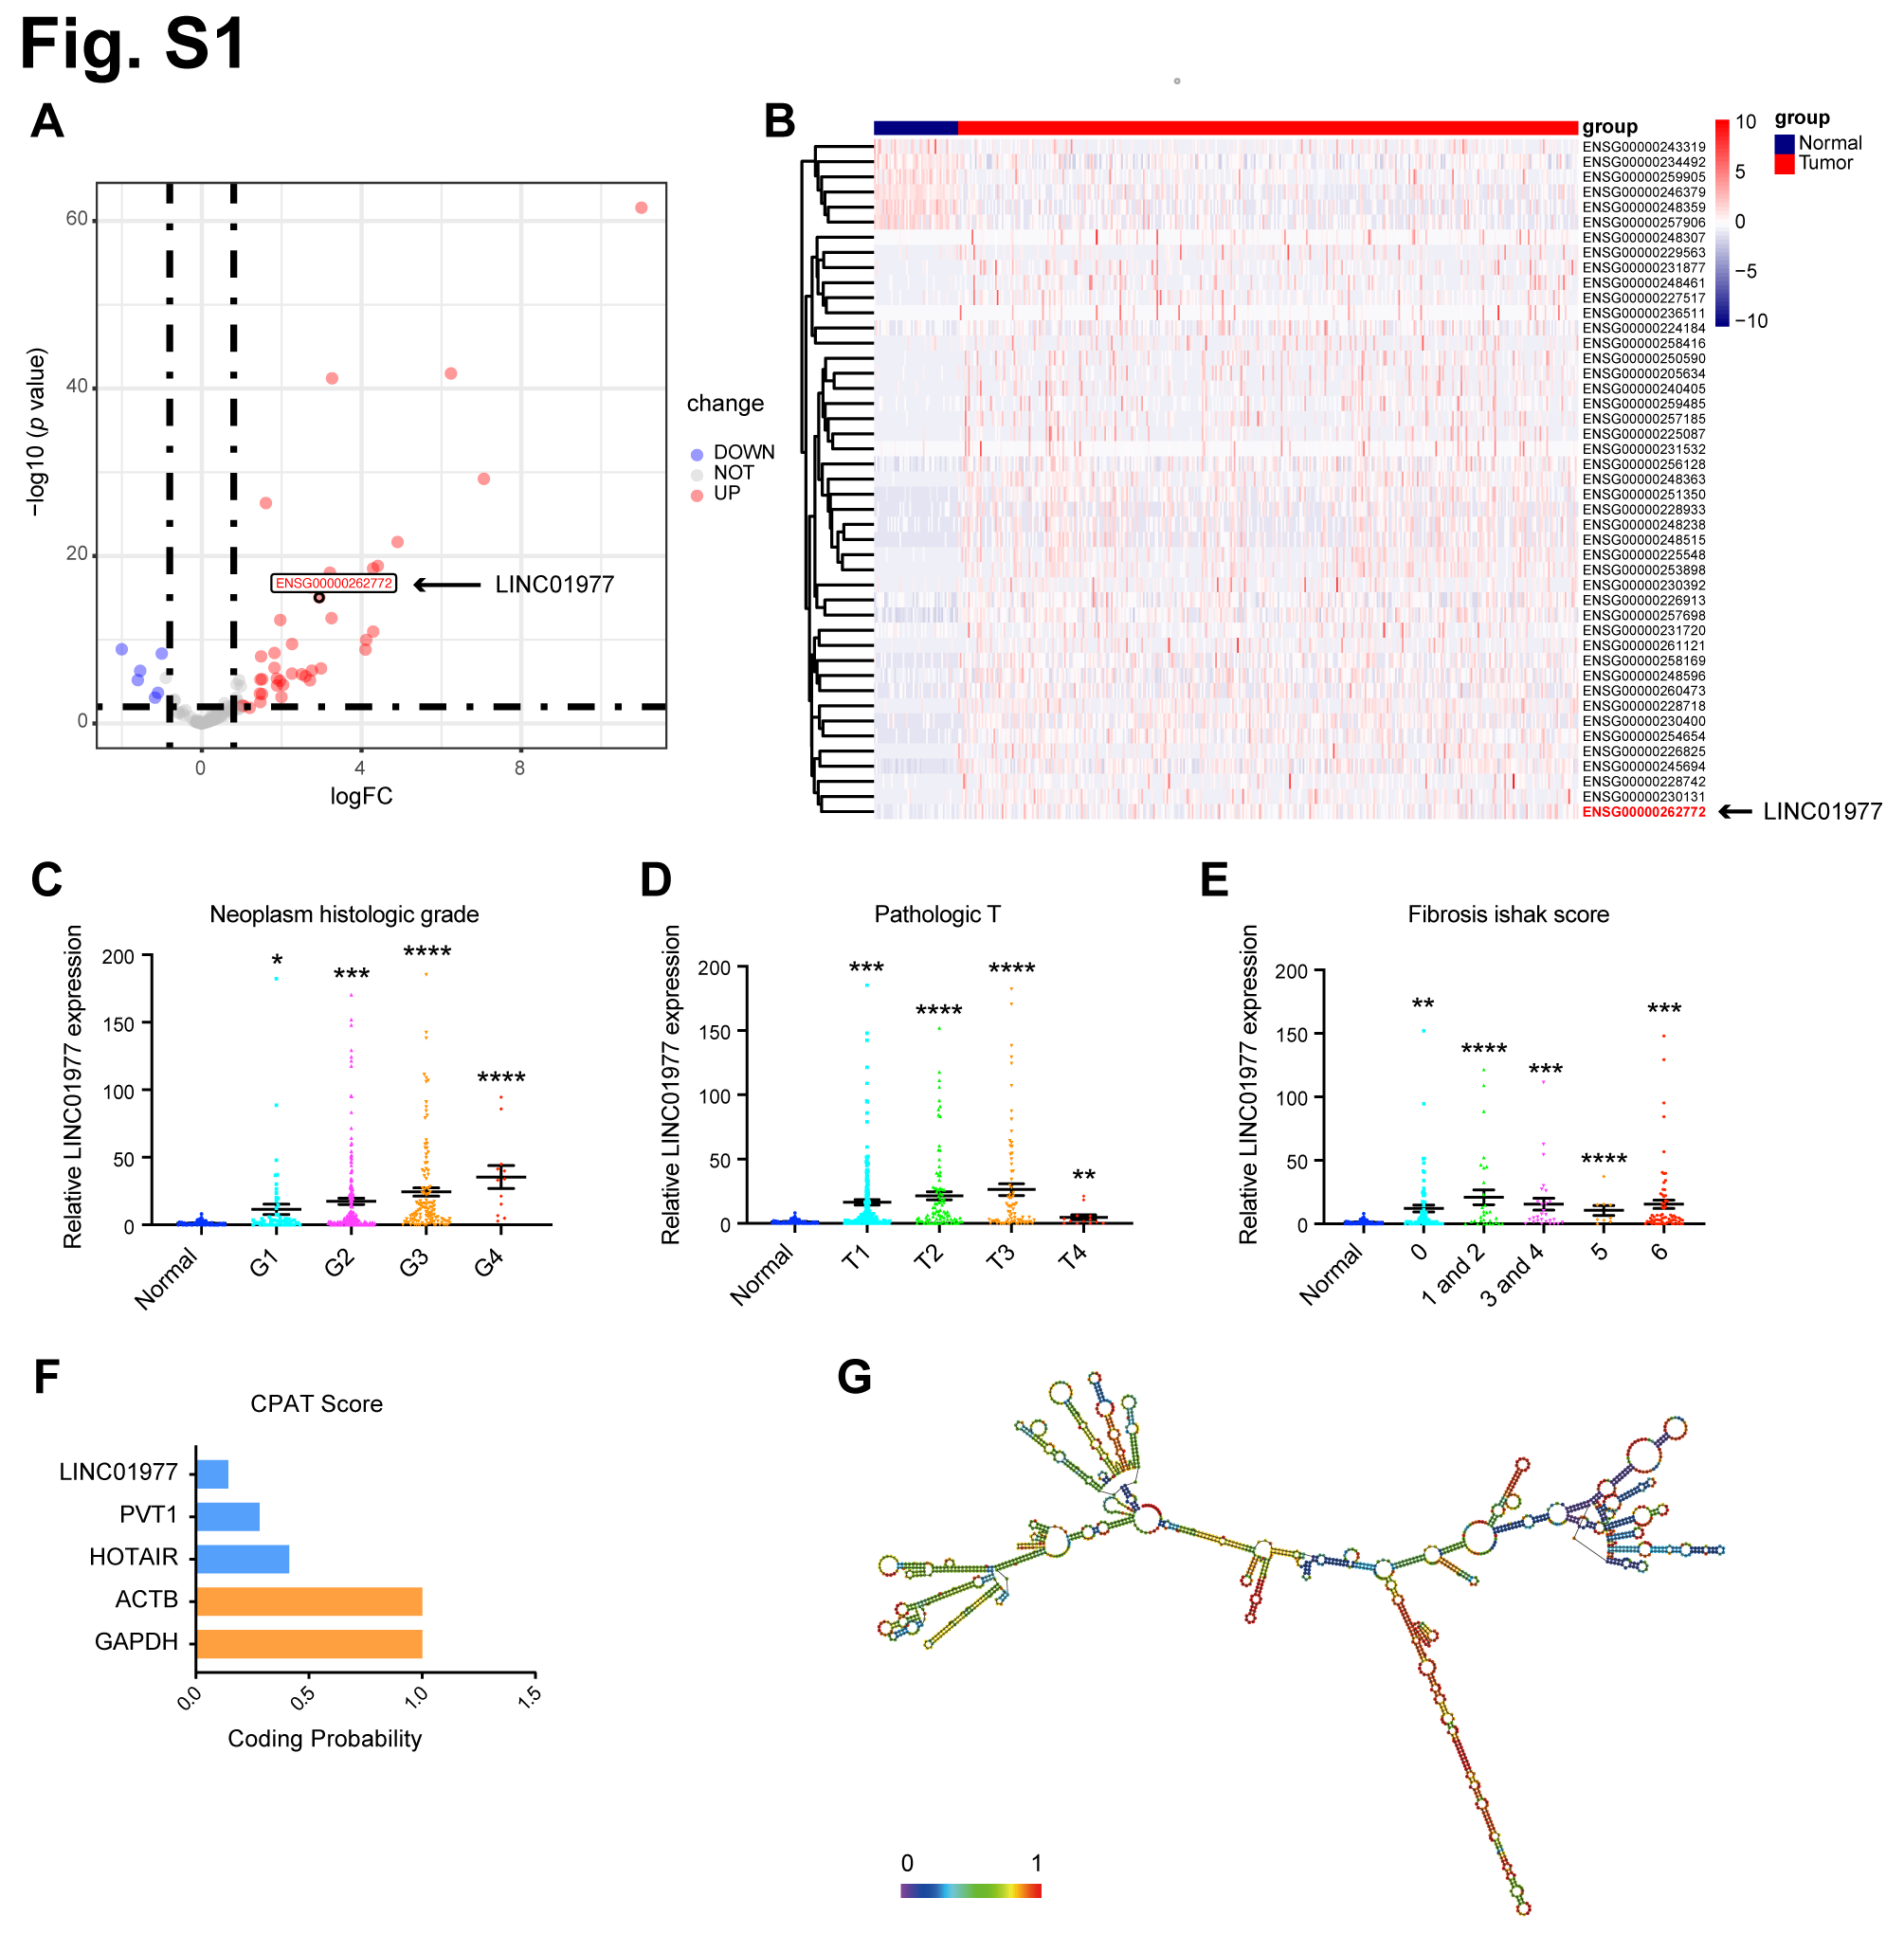
**

**Figure S1. The characteristics of LINC01977.**

(A) The expression levels of 171 testis-specific non-coding RNAs in HCC from the TCGA database using the volcano plot.

(B) The expression levels of testis-specific non-coding RNAs in HCC from the TCGA database using the heat map (adjP < 0.05, |fold change| > 2).

(C) The expression levels of LINC01977 in HCC from the TCGA database based on neoplasm histologic grade (G1: well differentiated, G2: moderately differentiated, G3: poorly differentiated, G4: undifferentiated/anaplastic).

(D) The expression levels of LINC01977 in HCC from the TCGA database based on pathologic T (T1: solitary tumor without vascular invasion, T2: solitary tumor with vascular invasion or multiple tumors, none more than 5 cm in greatest dimension, T3: multiple tumors any more than 5 cm or tumor involving a major branch of the portal or hepatic vein, T4: tumor(s) with direct invasion of adjacent organs other then the gallbladder or with perforation of visceral peritoneum).

(E) The expression levels of LINC01977 in HCC from the TCGA database based on fibrosis ishak score (0: No Fibrosis, 1 and 2: Portal Fibrosis, 3 and 4: Fibrous Speta, 5: Nodular Formation and Incomplete Cirrhosis, 6: Established Cirrhosis).

(F) The protein-coding potential of LINC01977 using the Coding Potential Assessment Tool (http://lilab.research.bcm.edu/cpat/). GAPDH and β-actin served as the positive controls for coding genes, and PVT1 and HOTAIR served as the positive controls for non-coding genes.

(G) The secondary structure of LINC01977 by the Vienna RNA Web Services (http://rna.tbi.univie.ac.at/).

**
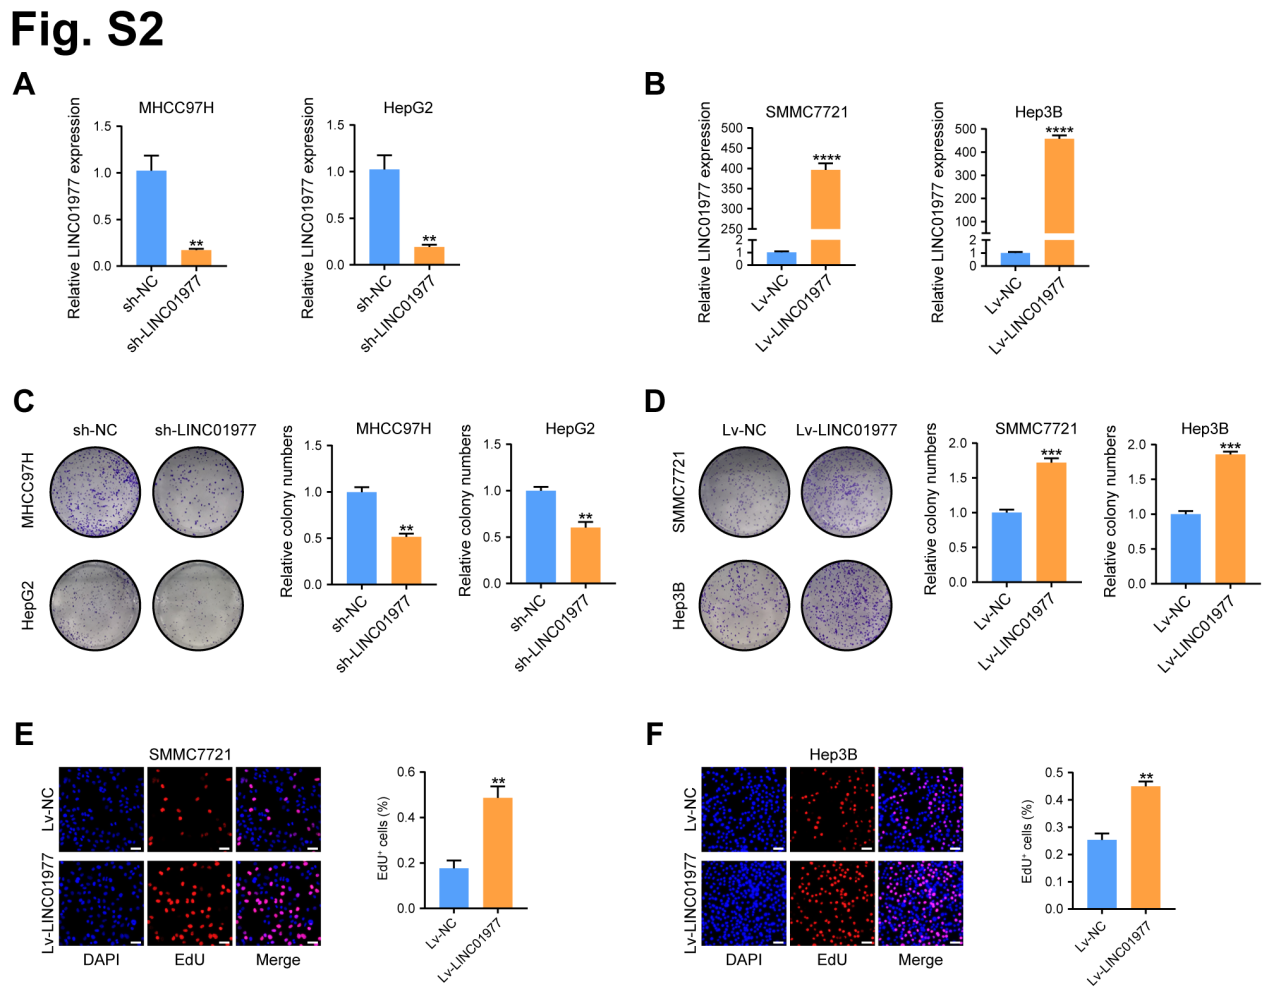
**

**Figure S2. The knockdown and overexpression efficiencies and cell proliferation assays in HCC cells.**

(A) The knockdown efficiencies of LINC01977 at the RNA level in different HCC cells.

(B) The overexpression efficiencies of LINC01977 at the RNA level in different HCC cells.

(C) Colony formation assays in MHCC97H and HepG2 cells with LINC01977 knockdown.

(D) Colony formation assays in SMMC7721 and Hep3B cells overexpressing LINC01977.

(E) EdU assays in SMMC7721 cells overexpressing LINC01977 (scale bars = 50 μm).

(F) EdU assays in Hep3B cells overexpressing LINC01977 (scale bars = 50 μm).

^**^*P* < 0.01; ^***^*P* < 0.001; ^****^*P* < 0.0001.

**
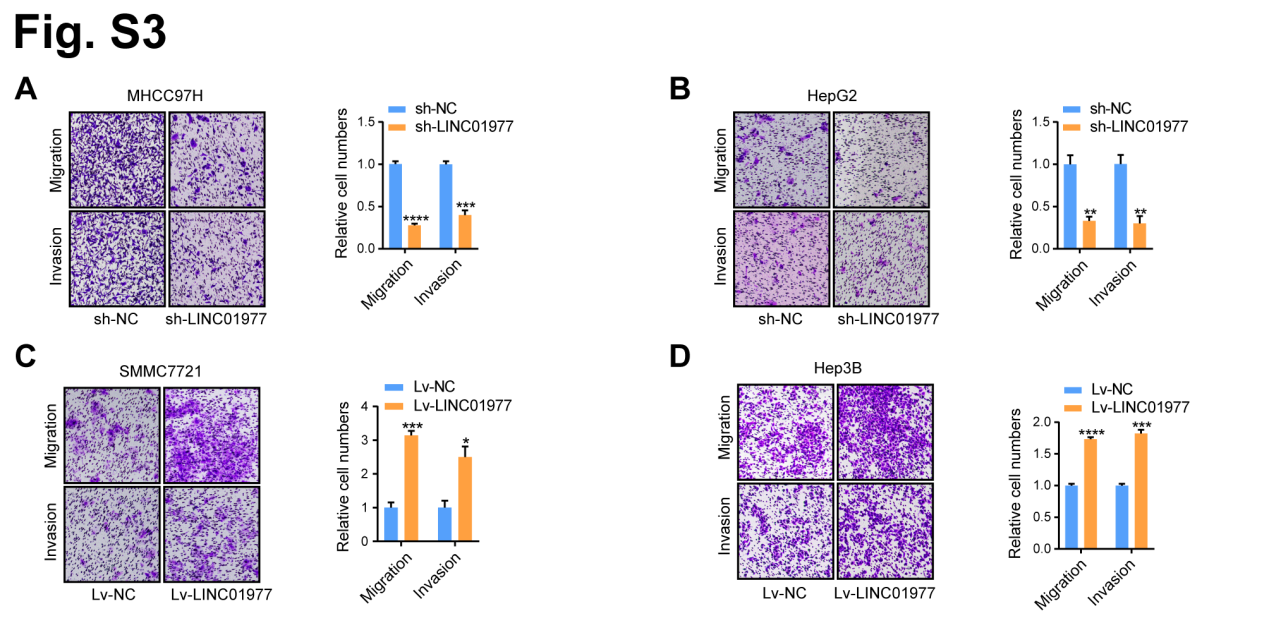
**

**Figure S3. LINC01977 promotes HCC migration and invasion in vitro.**

(A) Representative images of cell migration and invasion assays in MHCC97H cells with LINC01977 knockdown.

(B) Representative images of cell migration and invasion assays in HepG2 cells with LINC01977 knockdown.

(C) Representative images of cell migration and invasion assays in SMMC7721 cells overexpressing LINC01977.

(D) Representative images of cell migration and invasion assays in Hep3B cells overexpressing LINC01977.

^*^*P* < 0.05; ^**^*P* < 0.01; ^***^*P* < 0.001; ^****^*P* < 0.0001.

**
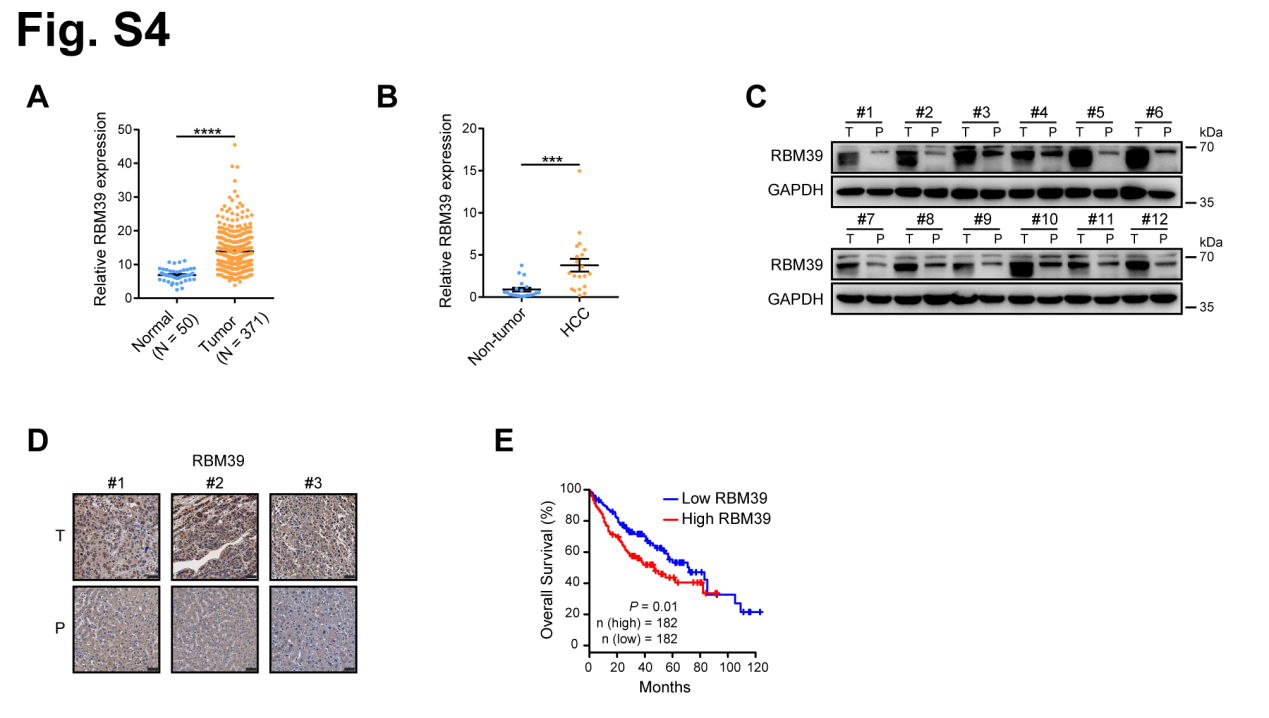
**

**Figure S4.** **RBM39 is highly expressed in HCC.**

(A) The RNA levels of RBM39 in HCC and nontumor tissues from the TCGA database.

(B) The RNA levels of LINC01977 in HCC and paired nontumor tissues (n = 20).

(C) The protein levels of RBM39 in HCC and paired nontumor tissues (n = 12).

(D) IHC staining of RBM39 in HCC and paired nontumor tissues (n = 3, scale bars = 50 μm).

(E) Kaplan–Meier survival curves of OS from TCGA database (n = 364, log-rank test).

^***^*P* < 0.001; ^****^*P* < 0.0001.

**
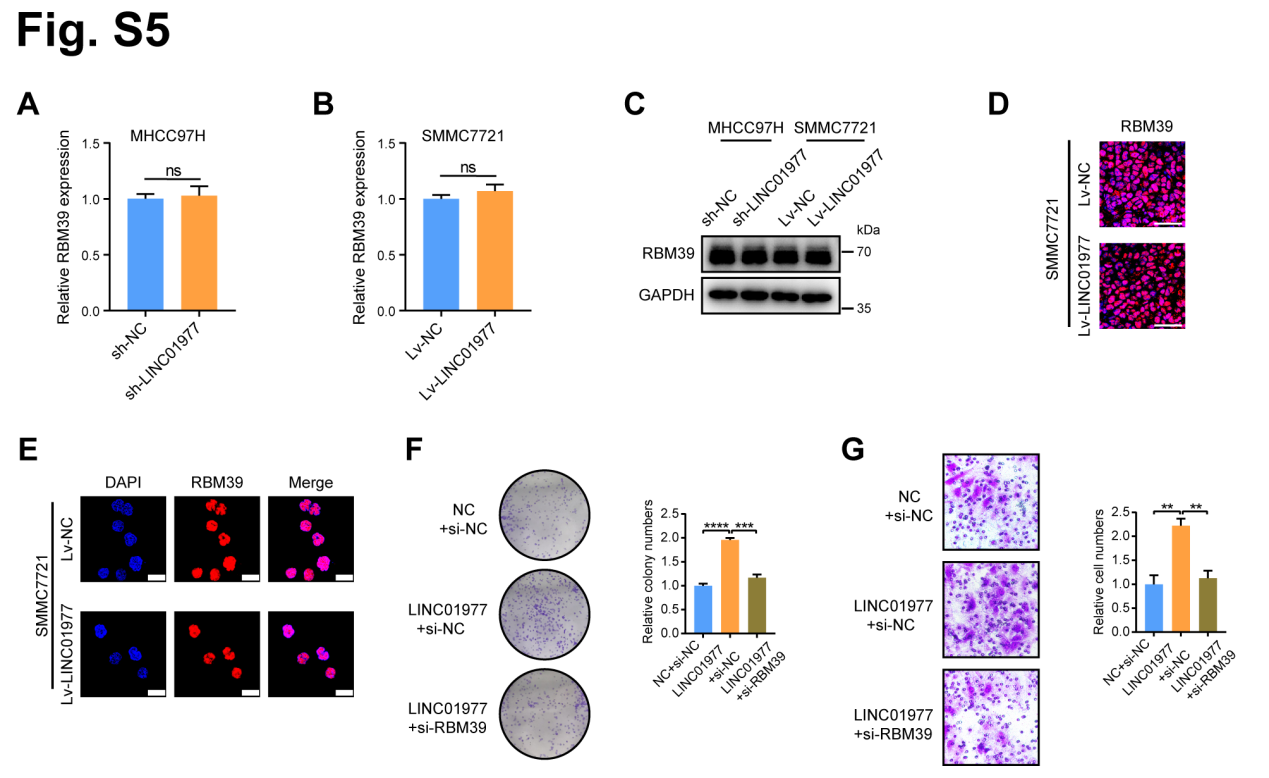
**

**Figure S5.** **LINC01977 has no effect on the expression and localization of RBM39.**

(A) The RNA levels of RBM39 in MHCC97H cells with LINC01977 knockdown.

(B) The RNA levels of RBM39 in SMMC7721 cells overexpressing LINC01977.

(C) The protein levels of RBM39 in different HCC cells with the knockdown or overexpression of LINC01977.

(D) IF staining of RBM39 in xenograft tumors with the overexpression of LINC01977 (scale bars = 50 μm).

(E) IF staining of RBM39 in SMMC7721 cells overexpressing LINC01977 (scale bars = 25 μm).

(F) Knockdown of RBM39 rescued the colony formation ability of SMMC7721 cells overexpressing LINC01977.

(G) Knockdown of RBM39 rescued the invasion ability of SMMC7721 cells overexpressing LINC01977.

^**^*P* < 0.01; ^***^*P* < 0.001; ^****^*P* < 0.0001.

**
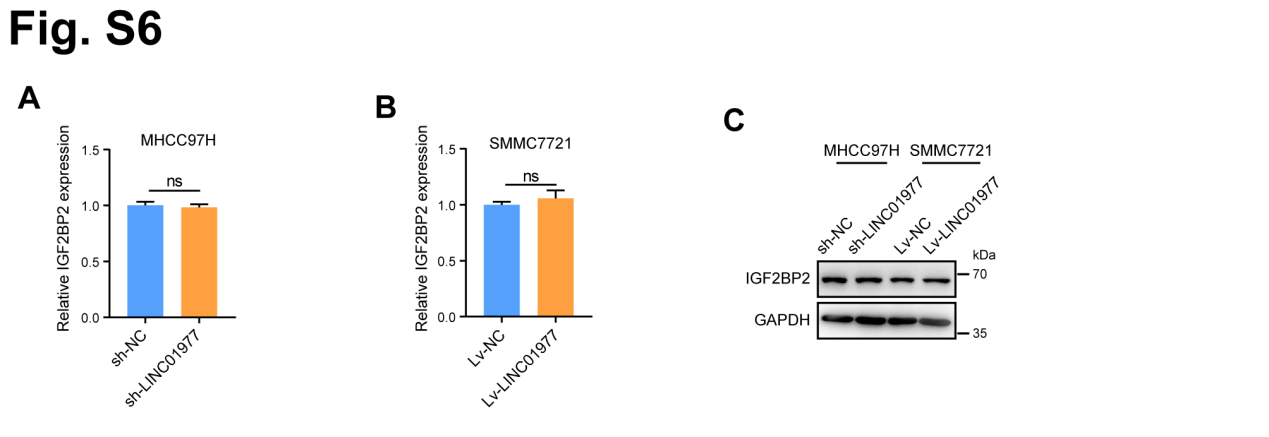
**

**Figure S6. The expression levels of IGF2BP2 in HCC cells with LINC01977 knockdown or overexpression.**

(A) The RNA levels of IGF2BP2 in MHCC97H cells with LINC01977 knockdown.

(B) The RNA levels of IGF2BP2 in SMMC7721 cells overexpressing LINC01977.

(C) The protein levels of IGF2BP2 in different HCC cells with the knockdown or overexpression of LINC01977.

**Supplementary Table 1: Correlation between LINC01977 expression and clinicopathological characteristics of HCC patients (*n* = 72**)

| **Characteristics** | Number of Patients | **LINC01977 low expression (<median)** | **LINC01977 high expression (≥median)** | ***P* value** |
| --- | --- | --- | --- | --- |
| All cases | 72 | 36 | 36 |  |
| Gender |  |  |  | 0.147 |
| Male | 57 | 26 | 31 |  |
| Female | 15 | 10 | 5 |  |
| Age(years) |  |  |  | 0.141 |
| ＜60 | 46 | 20 | 26 |  |
| ≥60 | 26 | 16 | 10 |  |
| Tumor size (cm) |  |  |  | **0.026** |
| ＜5 | 25 | 17 | 8 |  |
| ≥5 | 47 | 19 | 28 |  |
| Tumor number |  |  |  | **0.003** |
| Single | 53 | 32 | 21 |  |
| Multiple | 19 | 4 | 15 |  |
| HBV |  |  |  | 0.141 |
| Negative | 26 | 16 | 10 |  |
| Positive | 46 | 20 | 26 |  |
| AFP (ng/ml) |  |  |  | **0.004** |
| ＜200 | 51 | 31 | 20 |  |
| ≥200 | 21 | 5 | 16 |  |
| Cirrhosis |  |  |  | 0.157 |
| No | 38 | 22 | 16 |  |
| Yes | 34 | 14 | 20 |  |
| Differentiation grade |  |  |  | **0.000** |
| Ⅰ+Ⅱ | 34 | 27 | 7 |  |
| Ⅲ+Ⅳ | 38 | 9 | 29 |  |
| Vascular invasion  No  Yes | 44  28 | 28  8 | 16  20 | **0.004** |

The median expression level was used as the cutoff.

Data were analyzed by the chi-squared test. The *P* value in bold indicates statistical significance.

**Supplementary Table 2: The sequences of siRNAs and shRNAs**

| siRNAs/shRNAs | Sequences (5’-3’) |
| --- | --- |
| LINC01977 shRNA-NC | TTCTCCGAACGTGTCACGT |
| LINC01977 shRNA | GCATTCGTCTTCCCTGGATTT |
| Notch2 shRNA | CCGGAGCGGTGTACCATT |
| RBM39 siRNA-NC | UUCUCCGAACGUGUCACGUTT |
| RBM39 siRNA | GGAACAACUUAAUGGAUUUTT |
| IGF2BP2 siRNA-1 | CATGCCGCATGATTCTTGA |
| IGF2BP2 siRNA-2 | GAACGAACTGCAGAACTTA |

**Supplementary Table 3: The primer sequences for qRT-PCR**

| Primer names | Sequences (5’-3’) |
| --- | --- |
| H-β-actin F | AGCGAGCATCCCCCAAAGTT |
| H-β-actin R | GGGCACGAAGGCTCATCATT |
| H-LINC01977 F | GTCTAACGCAGGGGGAAACA |
| H-LINC01977 R | TATTGCCAACAACTGGCCCT |
| H-GAPDH F | AGAAGGCTGGGGCTCATTTG |
| H-GAPDH R | AGGGGCCATCCACAGTCTTC |
| H-U2 F | ATACGTCCTCTATCCGAGGACA |
| H-U2 R | TGGAGGTACTGCAATACCAGGT |
| H-MEG3 F | GGCCTCTCGTCTCCTTCCT |
| H-MEG3 R | GGGTCCCACATTCGAGGTC |
| H-RBM39 F | AGATGGACAACTGCCTCATTAC |
| H-RBM39 R | GCCTCCCAGTGTTCACATATAC |
| H-Notch2 F | CAACCGCAATGGAGGCTATG |
| H-Notch2 R | GCGAAGGCACAATCATCAATGTT |
| H-IGF2BP2 F | GTTGGTGCCATCATCGGAAAGG |
| H-IGF2BP2 R | TGGATGGTGACAGGCTTCTCTG |

Abbreviations: H, Human; M, Mouse; F, Forward; R, Reverse.

**Supplementary Table 4: Antibodies used in this study**

| **Antibody name** | **Source** | **Item number** |
| --- | --- | --- |
| E-cadherin | proteintech | 20874-1-AP |
| N-cadherin | CST | 13116 |
| Vimentin | CST | 5741 |
| MMP-2 | CST | 40994 |
| MMP-9 | CST | 13667 |
| Ki-67 | abcam | ab16667 |
| CD31 | abcam | ab182981 |
| GAPDH | proteintech | 60004-1-Ig |
| RALY | Novus | NBP2-20065 |
| DHX9 | Novus | NB110-40579 |
| Notch2 | CST | 5732T |
| HEY1 | proteintech | 19929-1-AP |
| HES6 | Abclonal | A16547 |
| IGF2BP2 | abcam | ab124930 |
| m^6^A | abcam | ab208577 |
| HRP mouse antibody | CST | 7074 |
| HRP rabbit antibody | CST | 7076 |

# Supplementary material for: The cancer-testis lncRNA LINC01977 promotes HCC progression by interacting with RBM39 to prevent Notch2 ubiquitination
**Source:** Cell Death Discov. 2023 May 18;9:169. doi: 10.1038/s41420-023-01459-1
**Supplement:** Supplementary file 2 — Original Data File

**Figure 2**

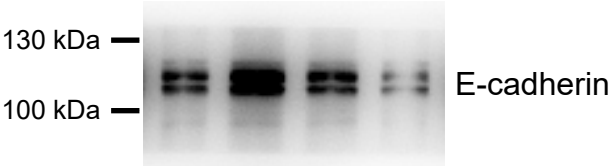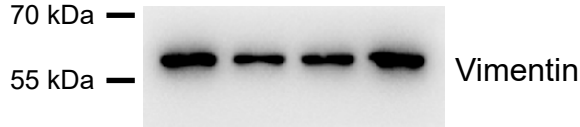**Figure 2h**

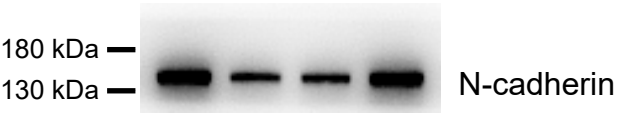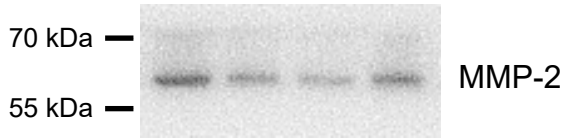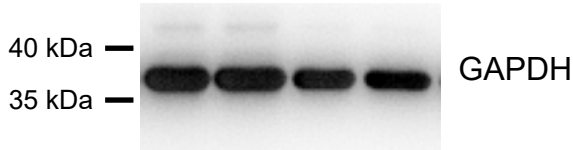

# Figure 4

Figure 4f

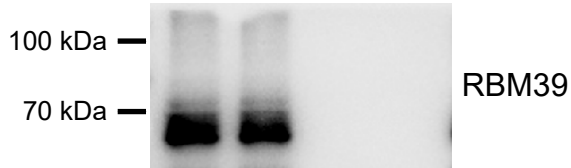

**Figure 5**

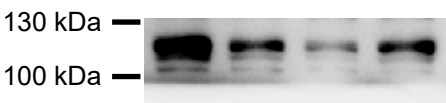

Notch2

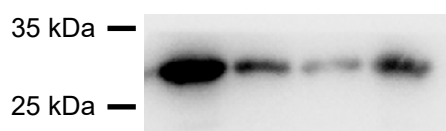

HES6

**Figure 5d**

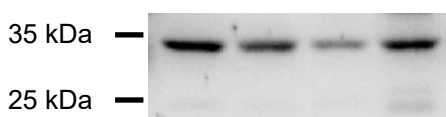

HEY1

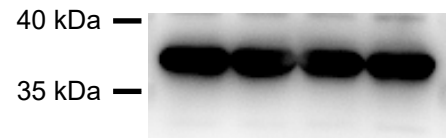

GAPDH

**Figure 5g**

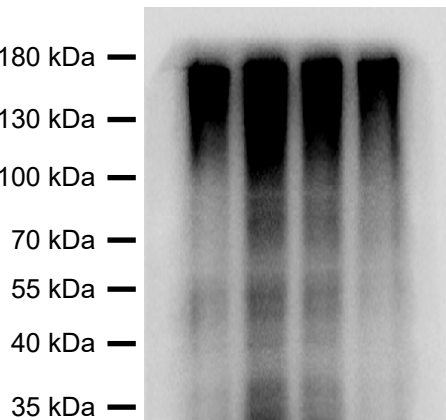

Anti-Ub

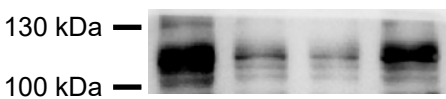

Notch2

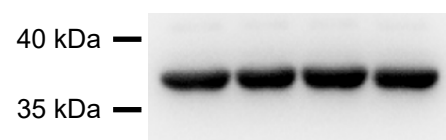

GAPDH

**Figure 5h**

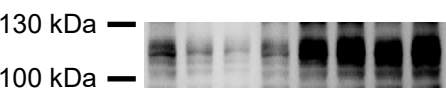

Notch2

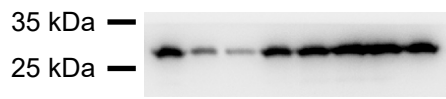

HES6

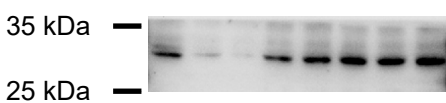

HEY1

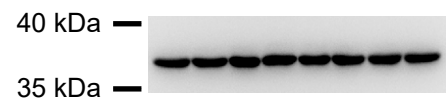

GAPDH

**Figure 6**

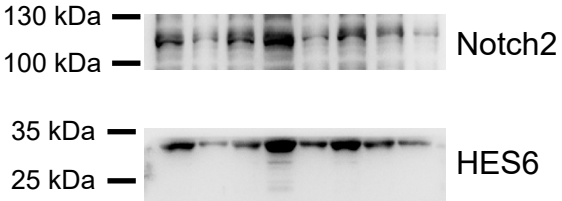

**Figure 6a**

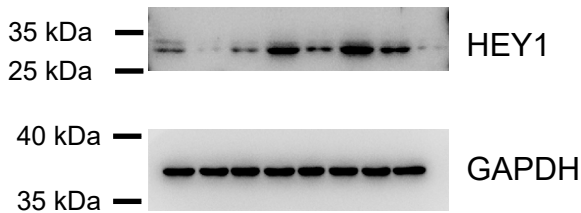

**Figure 6b**

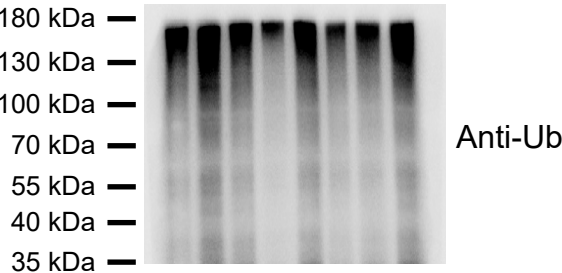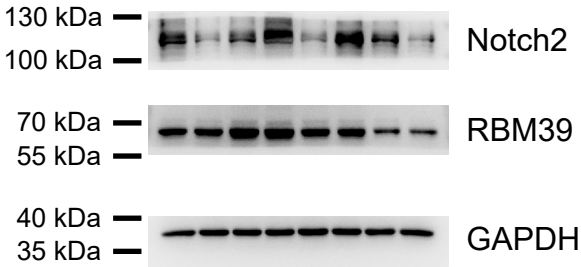

**Figure 6e**

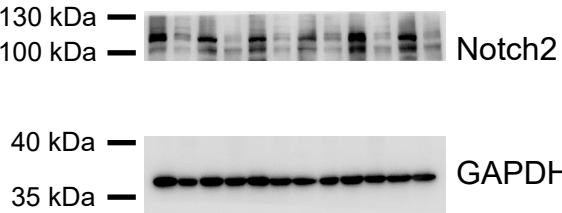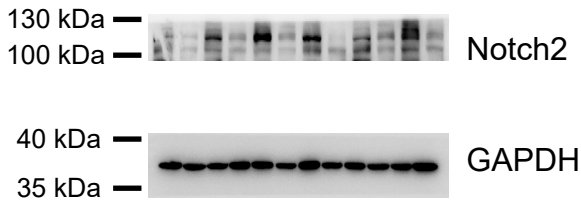

# Figure 7

Figure 7b

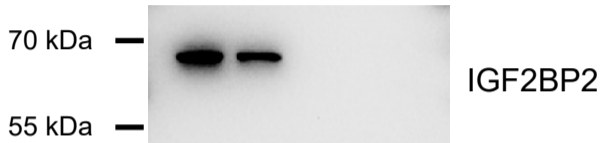

Figure 7e

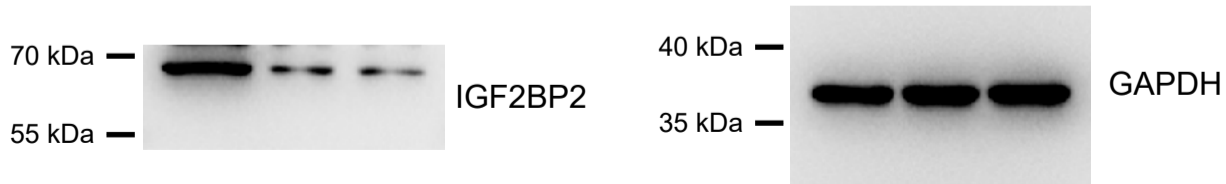

# Figure S4

Figure s4c

# Figure S5

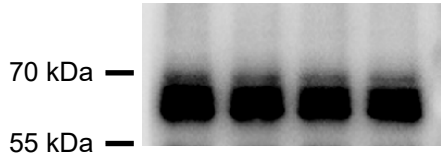

RBM39

## Figure s5c

40 kDa —  
35 kDa —

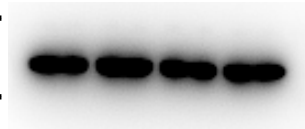

GAPDH

# Figure S6

Figure s6c

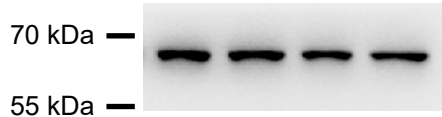

IGF2BP2

40 kDa —

35 kDa —

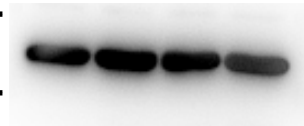

GAPDH

How the deposited data were processed for this re-analysis (not part of the article)

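The deposited data were the counts and FPKM values of 6 HepG2 libraries, 3 with a control hairpin (sh-NC) and 3 with a hairpin against LINC01977 (sh-LINC01977), each collected at 72 h. The libraries were assigned to groups and replicate numbers from their labels, which match the group sizes in the paper's methods.

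The authors extracted RNA with TRIzol, sequenced it on an Illumina HiSeq instrument through a service provider and deposited 1 table. The counts that the authors deposited are whole numbers per gene without normalization, with totals between 49929024 and 60441515. The FPKM values that the authors deposited are fragments scaled to transcript length and to the library's total. The aligner, the counting tool, the genome build and the annotation are not named in the paper's text. Of the 29153 gene identifiers, 29051 are in GENCODE 29, and 28113 have the same start and end there, so coordinates are given as GRCh38. In 818 genes with 1 transcript, count, FPKM and length together imply a normalizing total, of which the table's counts make up 81.3% to 81.8%. Every row names a gene, and no gene is 0 in all libraries. Counts of 4 were more frequent (8101 gene and library pairs) than counts of 3 (2780) or 5 (1758), and counts of 8, 12 and 16 were also more frequent than their neighbours, so a count may not be 1 independent fragment.

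Counts were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, Benjamini-Hochberg adjustment) in R 4.3.3, over the 13452 genes with a mean FPKM of at least 0.5. The design, the gene lists, the rule for named genes and most alternatives were set before the data were examined. The design allowed for FPKM alone, tested with limma on log2(FPKM + 0.1), or for counts, tested with edgeR; since counts were present, edgeR was used and limma 3.58.1 is an alternative. LINC01977 and other genes below the filter were read from an edgeR fit of all genes. Standard errors of single genes are the absolute log2 fold change divided by the square root of the test's F statistic. They were thus derived from the test and are rough for genes with few counts. Genes past a fold change of 2 and an unadjusted P of 0.05, the thresholds in the paper's methods, were counted in each direction. Over-representation was tested with one-sided Fisher's exact tests over KEGG pathways with at least 10 tested members, in the annotation deposited with the counts, against all tested genes. Preranked GSEA was run with fgsea 1.28.0 (10000 permutations), with camera and fry beside it. Single genes were also compared by the exact two-sided permutation test, which with 3 libraries against 3 gives no p under 0.1. Gene lists for Notch targets, interferon response, p53 response, stress of the endoplasmic reticulum, proliferation, hepatocytes and HepG2 identity, and a hand-written Notch list, were set against 10000 random lists matched on mean FPKM. A list of mesenchymal genes was written after the data were seen but before the test of its sum.

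The genes named in the text were chosen by rule. They are the genes the paper names as measured, the 5 genes with the largest fold change in each direction among those past the thresholds with a mean FPKM of at least 1 and no overlap between groups, and the members of the Notch signaling pathway past the thresholds. Other genes named, such as JAG1, RBPJ, MYC and TGOLN2, were chosen after their values were seen.

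On simulated counts for the 13452 tested genes, 200 of them changed by a log2 fold change of 2, edgeR called 98.0% of the changed genes at the paper's thresholds with 75 false calls, and 89.5% at an adjusted p under 0.05 with 18 false calls. At this depth a gene with fewer than 3 counts is at the floor, and genes below the filter, which hold 0.427% ± 0.0066 of the counts in sh-NC libraries and 0.507% ± 0.0099 in sh-LINC01977 libraries (SD, n = 3), are read with little precision. Alternatives were other pseudocounts, filters, scalings, variance models, a replicate block, leaving out each library, DESeq2 1.42.0 in place of edgeR, and other rankings and sets for the Notch tests. Measurements made in other cell lines, in tissues or on proteins are not analysed here.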

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

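The tests on GC content and length, on the control hairpin, on interferon genes and on the whole mesenchymal list were written down before their results were seen, and the tests on the mitochondrial share and on mesenchymal genes low in sh-NC cells, and the sum without SPARC, were chosen after.

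Increases in 4 genes that the paper does not discuss, BGN (log2 fold change 4.02), UCA1 (2.95), KRT37 (2.17) and KLK6 (2.14), stood above the level in sh-NC libraries, with all 3 knockdown libraries above all 3 control libraries and adjusted p of at most 0.0130 in edgeR's quasi-likelihood test. Over their alternatives, the log2 fold changes ranged from 1.56 to 4.16 for BGN, from 2.65 to 3.02 for UCA1, from 1.07 to 2.43 for KRT37 and from 1.49 to 2.22 for KLK6. Parts of BGN, UCA1, KRT37 and KLK6 overlap other listed genes, and it is not known whether the counting used strand.

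Several technical explanations of the 209 higher genes were tested. After correction of each library for GC content and transcript length, 202 of the 209 genes were called again. The share of counts outside mitochondrial genes was between 86.5% and 89.4% in all libraries, and its change could raise other genes by a log2 fold change of at most 0.049, far under 2-fold. Cells of mesenchymal origin, a candidate source of BGN, would bring all their abundant transcripts. The summed FPKM of the 6 of 10 listed mesenchymal genes in the table does not decide this, since it fell by 3.15 through SPARC, which went from 15.1 to 8.94 FPKM, and without SPARC rose by 2.97, with COL1A1 from 2.72 to 4.72 FPKM and PDGFRB from 0.567 to 1.64 FPKM. Of the list, 3 genes had under 0.5 FPKM in sh-NC cells, so that a baseline would not hide a rise. VIM went from 0.181 to 0.0615 FPKM, COL3A1 from 0 to 0.0074 FPKM and THY1 from 0.0059 to 0.015 FPKM, a summed change of -0.102 FPKM while BGN rose by 2.22 FPKM, which argues against such cells as the source of BGN. The median of the interferon list lay at the 84.2th percentile of random lists. Although 0 of its 15 tested genes were among the 209, a list of this size would hold few by chance. At an adjusted p under 0.05, 4 of the 15 were higher and 1 lower. The fry test gave the list an adjusted p of 0.00889 towards higher expression, and camera an adjusted p of 0.125. An interferon response is therefore not ruled out. Silencing by the control hairpin's seed would leave its targets higher in knockdown cells, but the 290 genes with its site TGTCACG differed from other genes by a median of -0.025, with 29.2% of shuffled sites of the same CpG content lower. A response to the loss of LINC01977 stays open and was not tested, since LINC01977 itself was close to undetected in these libraries. The paper checked its knockdown in HepG2 cells by qRT-PCR.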

How the results depend on the processing

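Scaling by library totals, counts divided by 4, leaving out mitochondrial genes or genes whose counts jump between replicates, limma or the signal-to-noise ranking without a filter, and over-representation by direction without a filter, were chosen after seeing the data.

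The count of higher genes at the paper's thresholds, 209 with the main settings, was 59 with limma on log2(FPKM + 1), 125 with a filter at a mean FPKM of 1, 497 with limma on log2(FPKM + 0.1) without a filter and 732 with edgeR without a filter. The count of lower genes, 141, was 41 with limma on log2(FPKM + 1), 91 with limma without trend, 78 with gene-wise variance and 351 without a filter. Fewer genes pass under a higher pseudocount or a higher filter by construction; the cause of the other changes was not tested. The count with an adjusted p under 0.05, 2033, ranged from 1176 to 1398 across the 6 fits that each left out one library, where fewer samples were tested, and was 2845 with DESeq2 and 2144 without genes whose counts jump. Of these 2033 genes, 948 were higher and 1085 lower, against 1455 higher and 768 lower with scaling by library totals and 1269 higher and 729 lower with limma on log2(FPKM + 0.1). The median log2 fold change of all tested genes was -0.0010 under TMM and 0.065 under library totals.

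NOTCH2 kept its direction in every alternative run, from -0.42 to -0.21. Its adjusted p rose above 0.05 with limma on log2(FPKM + 0.1), -0.30 (0.0668), log2(FPKM + 1), -0.21 (0.0701), log2(FPKM + 0.01), -0.32 (0.0656), and log2(FPKM + 0.1) without a filter, -0.30 (0.134); the cause was not tested, and over all alternatives it ranged from 7.4e-05 to 0.134. LINC01977 was at an adjusted p above 0.05 in every alternative that gave one, from 0.428 to 0.956, since its counts were 16 or fewer in all libraries; DESeq2 gave it no adjusted p and the stricter filter left it out.

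The normalized enrichment score of the Notch signaling pathway, 0.98, was positive in every alternative. Its p fell below 0.05 without a filter, where the score was 1.47, with limma without a filter, 1.60, and with the signal-to-noise ranking without a filter, 1.56, where 44 members in place of 32 were ranked. The fry test, which asks whether the members change at all and not whether they change more than other genes, gave 0.0239 towards higher expression, against 0.656 in camera. Over-representation had an odds ratio of 1.21, and passed p of 0.05 without a filter, 3.33, and for higher genes without a filter, 5.01 (Fisher's exact p = 0.00476), where 4 low-level members were added. With limma on log2(FPKM + 0.1) without a filter, where the same 44 members were tested, it was 0.94 (1 of 44, Fisher's exact p = 0.658). That fit is no independent check, since the pseudocount of 0.1 shrinks the fold changes of low-level members. NOTCH4, for example, had 0.0586 FPKM in sh-NC cells and 0.167 FPKM in sh-LINC01977 cells.

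Small values changed sign. HEY1, -0.053, was 0.038 with limma on log2(FPKM + 0.1) with or without trend or filter and with gene-wise variance, 0.0056 on log2(FPKM + 1), 0.057 on log2(FPKM + 0.01) and 0.024 with library totals. It ranged from -0.30 to 0.10 across the fits that left out one library, above 0 without the first or second sh-NC library or the second sh-LINC01977 library. IGF2BP2, -0.016, was 0.0475 with limma on log2(FPKM + 0.1) under those settings and with the ratio of mean FPKM, 0.0457 on log2(FPKM + 1), 0.0477 on log2(FPKM + 0.01), 0.022 after quantile normalization and 0.049 with library totals, and ranged from -0.041 to 0.021 with one library left out, above 0 without the third sh-LINC01977 library. PVT1, -0.060, was 0.0041 with limma on log2(FPKM + 0.1) under those settings, 0.0028 on log2(FPKM + 1), 0.0043 on log2(FPKM + 0.01), 0.0037 with the ratio of mean FPKM and 0.0059 with library totals. MMP9, with 6 or fewer counts per library, ranged from -3.999 to 3.42 with one library left out, above 0 without the third sh-NC library. The adjusted p was above 0.5 in each. Relative to the shift of the median tested gene, 23 of the 29 sign changes kept the sign of the main result, among them all those with library totals, with the ratio of mean FPKM and with limma on FPKM values without quantile normalization; the cause of the other 6 was not tested. Over the 27 named genes other than NOTCH2 and LINC01977 and their 603 alternative fits, 519 kept direction and side of the threshold, 49 lost the threshold, 6 gained it and 29, in these 4 genes, changed sign. HES6 lost an adjusted p under 0.05 in 15 of 23 alternatives, CDH1 in 7, CDH2 in 7, RALY in 6 and AC007240.1 in 14 of 22, which without the third sh-NC library had 0.00520.

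The replicate numbers shared by the groups did not pair the libraries, since same-numbered libraries had correlations of their deviations of -0.029, 0.017 and 0.055. With a replicate block, 210 genes were higher and 130 lower, and 1390 had an adjusted p under 0.05.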

Differences from the paper's values

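The paper's count of genes higher in knockdown is 478, against 209 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count, the nearest being 732 without a filter on low values; limma on log2(FPKM + 0.1) without a filter, chosen after seeing the values, gave 497. The paper's count of lower genes, 154, is within 1.5 times of the 141 here.

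The paper's normalized enrichment score for the Notch signaling pathway is about -1.6 in Fig. 5C, read by eye, against 0.98 here with knockdown ranked over control, and the figure does not label the direction of its ranking. With control ranked over knockdown the scores here change sign, to -0.98 with the main settings and -1.47 without a filter. No alternative set before the data were examined gave a negative score with knockdown over control. With control over knockdown, limma without a filter gave -1.604 (permutation p = 0.0158) and the signal-to-noise ranking without a filter -1.56 (permutation p = 0.0150), both chosen after seeing the values; in these the score pointed to higher expression of the members in sh-LINC01977 cells.

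The paper's share of Notch signaling pathway members among differential genes is about 0.14 in Fig. 5B, read by eye, against 0.031 here, or 1 of 32 tested members. Without a filter on low values the share was 0.114, or 5 of 44, which is within 1.5 times of the paper's; the other alternatives set before the data were examined did not reach it. The higher genes alone without a filter, chosen after seeing the values, gave the same 0.114. With limma on log2(FPKM + 0.1) without a filter, also chosen after, the share was 0.0227, or 1 of 44, but the pseudocount shrinks the fold changes of low-level members.

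The paper states that the Notch signaling pathway was enriched among differential genes, and here it had p = 0.570 with the filter and p = 0.0230 (adjusted p = 0.141) without it. The paper shows lower Notch2, HEY1 and HES6 protein after knockdown in another cell line (MHCC97H in Fig. 5D); in HepG2 transcripts the members of the pathway that passed the thresholds without a filter were all higher, while NOTCH2 (-0.38) and HES6 (-0.48) were lower and HEY1 (-0.053) differed by less than its standard error of 0.30.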

Other observations

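The tests on the hairpin's seed, on GC content and length for the hepatocyte list, on 3′ UTR length, on summed counts of overlapping genes without a control and the counts of other splits were written down before their results were seen; the tests on dilution, gene types, sampling noise and genes without overlap, and the random partners for the summed counts, were chosen after.

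Other splits of the 6 libraries into 3 and 3 were fitted in the same way. Among the 10 splits, 1, the real one, gave as many genes past a fold change of 2 and P of 0.05, with 350 against 60 to 81 in the other 9, and 1 gave as many genes with an adjusted p under 0.05, with 2033 against 0 to 8. Each of the other 9 mixes both groups, so a real difference between the groups adds to their spread and lowers their counts. For the Notch signaling pathway, 6 of the 10 splits gave an absolute enrichment score as large as the real one. Only 1, the real one, gave a Fisher p as small, but the other 9 called 0 members, so this comparison decides nothing. With 10 splits the share cannot fall under 0.1.

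Genes that the paper names, many of them measured there as proteins, were read as transcripts in HepG2. The paper reports that RBM39 RNA did not change with LINC01977, and here RBM39 had a log2 fold change of -0.089 (standard error 0.062, adjusted p = 0.381 from edgeR). HES6 had -0.48 (adjusted p = 0.0480), HEY1 -0.053 (adjusted p = 0.957, below the filter), IGF2BP2 -0.016 (adjusted p = 0.872), CDH1 0.85 (adjusted p = 0.0341), CDH2 0.38 (adjusted p = 0.0286), SNAI1 0.19 (adjusted p = 0.523), MMP2 0.43 (adjusted p = 0.194) and MKI67 0.16 (adjusted p = 0.495). VIM (-1.53, adjusted p = 0.294), MEG3 (1.77, adjusted p = 0.453) and MMP9 were below the filter. NEAT1 had 0.28 (adjusted p = 0.122), PVT1 -0.060 (adjusted p = 0.673), RALY, which overlaps EIF2S2, -0.43 (adjusted p = 0.0159) and DHX9 0.037 (adjusted p = 0.604). The LINC01977 transcript holds the motif GGAC at nucleotides 193, 224 and 841.

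Genes of hepatocyte function were lower in sh-LINC01977 cells. In a list of 30 such genes, 20 of the 24 tested were lower, with a median log2 fold change of -0.61, below all 10000 random lists matched on expression (camera adjusted p = 9.3e-08, with an estimated correlation p = 0.00319; fry adjusted p = 7.5e-05). At an adjusted p under 0.05, 14 were lower and 1 higher over all genes, and 17 changed when adjusted over the list alone. The median stayed between -0.64 and -0.54 over 11 fits with other scalings or a library left out. ALB fell from 1456 ± 71 to 713 ± 16 FPKM and AFP from 1283 ± 41 to 1008 ± 31 FPKM (SD, n = 3 each). After correction for GC content and length the median was -0.61. Dilution by cells of a line that lacks the other HepG2 genes tested would lower those genes alike. GPC3, DLK1, RPS4Y1, DDX3Y and EIF1AY had log2 fold changes between -0.069 and 0.15. With AFP, which fell by 0.41, the median of the 6 was 0.064. These values argue only against such a line, since a line that expresses the same genes need not lower them. A change in the state of the cells, dilution by a line that expresses those genes, or an effect of the hairpin other than on LINC01977, stays open. In the proliferation list 22 of 30 genes were higher, with a median of 0.11 at the 99.9th percentile (camera adjusted p = 0.0329, with an estimated correlation p = 0.109; fry adjusted p = 0.00889); the median ranged from 0.067 to 0.17 over those fits, and was 0.067 without the second sh-LINC01977 library. The Notch target list had a median of 0.0086 (percentile 65.9), the hand-written Notch list 0.034 (81.3), the p53 list -0.094 (11.4), the stress list -0.0024 (68.2) and the HepG2 identity list -0.069 (33.4, fry adjusted p = 0.00125). The interferon list, with a median of 0.080, ranged from 0.036, without the first sh-LINC01977 library, to 0.21, without the second, over those fits.

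Silencing through the hairpin's seed is a candidate explanation of lower genes. The 1421 genes whose 3′ UTR holds CTGGATT, the site of bases 2 to 8 of the guide, had a median log2 fold change that differed by -0.0037 from other genes, and 20.5% of 419 shuffled sites gave a lower difference, or 9.03% of the 299 without CpG. The test takes the sequenced hairpin, to which the library labels give a number, to be the only one that the paper lists against LINC01977. Partial matches of the whole hairpin were not tested.

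The excess of higher calls lay mostly among low-level genes. Without a filter, 266 genes with a mean FPKM under 0.1 were called higher and 116 lower, and from 0.1 to 0.5 the counts were 269 and 87. A smaller excess remained above the filter, with 80 and 35 from 0.5 to 1 and 88 and 77 from 1 to 5. Above 5 the counts were 29 and 36. A uniform background such as genomic DNA would add counts to all gene types. Summed counts of low-level processed pseudogenes changed by a log2 ratio of -0.087 (standard error 0.057), against 0.24 (standard error 0.023) for protein-coding genes, 0.15 for lincRNA and 0.071 for antisense genes. This cannot exclude a background, since the other types rose and a fall in the pseudogenes' own signal could hide added counts. Low-level transcription of many protein-coding genes in the knockdown cells is a hypothesis that also stays open.

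Counts of some abundant genes jumped between replicates. Of 11569 genes with a mean FPKM of at least 1, 151 differed at least 4-fold within a group, such as MYC with 173, 177 and 169 CPM in sh-NC and 159, 161 and 7.24 CPM in sh-LINC01977 libraries, and TGOLN2 with 484, 533 and 584 CPM against 492, 78.1 and 78.4 CPM. Counts simulated with the fitted dispersions gave at most 2 such genes, which argues against sampling noise. Of the 151, 114 (75.5%) overlap another listed gene, against 61.5% of 2000 other genes, and for 84 of these the count summed with the overlapping genes no longer jumped, but sums with random genes of similar abundance stopped a median of 85 jumps over 1000 draws (81 to 88), so it is not known whether reads moved between overlapping genes. The 37 that overlap no listed gene, MYC and TGOLN2 among them, need another cause. Jumping genes had a median 3′ UTR of 1962 nt, at the 100th percentile of random lists, so an assembly that cuts or extends long 3′ ends differently in each library may be involved, a hypothesis that the table of counts cannot settle. Of the 151, 14 were past the paper's thresholds, CLDN4 and AC007240.1 among them.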
